# Defective Desmosomal Adhesion Causes Arrhythmogenic Cardiomyopathy by Involving an Integrin-αVβ6/TGF-β Signaling Cascade

**DOI:** 10.1161/CIRCULATIONAHA.121.057329

**Published:** 2022-10-21

**Authors:** Camilla Schinner, Lifen Xu, Henriette Franz, Aude Zimmermann, Marie-Therès Wanuske, Maitreyi Rathod, Pauline Hanns, Florian Geier, Pawel Pelczar, Yan Liang, Vera Lorenz, Chiara Stüdle, Piotr I. Maly, Silke Kauferstein, Britt M. Beckmann, Farah Sheikh, Gabriela M. Kuster, Volker Spindler

**Keywords:** cardiomyopathies, desmosomes, fibrosis, integrins, intercalated disc, transforming growth factors

## Abstract

Arrhythmogenic cardiomyopathy (ACM) is characterized by progressive loss of cardiomyocytes with fibrofatty tissue replacement, systolic dysfunction, and life-threatening arrhythmias. A substantial proportion of ACM is caused by mutations in genes of the desmosomal cell–cell adhesion complex, but the underlying mechanisms are not well understood. In the current study, we investigated the relevance of defective desmosomal adhesion for ACM development and progression.

**Methods:**

We mutated the binding site of DSG2 (desmoglein-2), a crucial desmosomal adhesion molecule in cardiomyocytes. This DSG2-W2A mutation abrogates the tryptophan swap, a central interaction mechanism of DSG2 on the basis of structural data. Impaired adhesive function of DSG2-W2A was confirmed by cell–cell dissociation assays and force spectroscopy measurements by atomic force microscopy. The DSG2-W2A knock-in mouse model was analyzed by echocardiography, ECG, and histologic and biomolecular techniques including RNA sequencing and transmission electron and superresolution microscopy. The results were compared with ACM patient samples, and their relevance was confirmed in vivo and in cardiac slice cultures by inhibitor studies applying the small molecule EMD527040 or an inhibitory integrin-αVβ6 antibody.

**Results:**

The DSG2-W2A mutation impaired binding on molecular level and compromised intercellular adhesive function. Mice bearing this mutation develop a severe cardiac phenotype recalling the characteristics of ACM, including cardiac fibrosis, impaired systolic function, and arrhythmia. A comparison of the transcriptome of mutant mice with ACM patient data suggested deregulated integrin-αVβ6 and subsequent transforming growth factor–β signaling as driver of cardiac fibrosis. Blocking integrin-αVβ6 led to reduced expression of profibrotic markers and reduced fibrosis formation in mutant animals in vivo.

**Conclusions:**

We show that disruption of desmosomal adhesion is sufficient to induce a phenotype that fulfils the clinical criteria to establish the diagnosis of ACM, confirming the dysfunctional adhesion hypothesis. Deregulation of integrin-αVβ6 and transforming growth factor–β signaling was identified as a central step toward fibrosis. A pilot in vivo drug test revealed this pathway as a promising target to ameliorate fibrosis. This highlights the value of this model to discern mechanisms of cardiac fibrosis and to identify and test novel treatment options for ACM.

**Clinical Perspective**

**What Is New?**

- The tryptophan residue at position 2 of the desmosomal adhesion molecule DSG2 (desmoglein-2) is central for its binding function and cell–cell adhesion in vitro and in vivo.
- Mice with abrogated DSG2 binding function (DSG2-W2A) develop a cardiac phenotype recalling arrhythmogenic cardiomyopathy with fibrosis, impaired systolic function, ECG abnormalities, and ventricular arrhythmia.
- Increased integrin-αVβ6–dependent transforming growth factor–β signaling was identified as a driver of fibrosis.

**What Are the Clinical Implications?**

- We provide a new mouse model reproducing major features of arrhythmogenic cardiomyopathy that can be applied to study disease mechanisms and test therapeutic approaches.
- The model suggests that loss of mechanical cardiomyocyte coupling is a central and early event causing arrhythmogenic cardiomyopathy.
- Our pilot in vivo study highlights the applicability and potential to target integrin-αVβ6–dependent transforming growth factor–β release as new therapeutic approach to diminish the development of fibrosis in arrhythmogenic cardiomyopathy.

Patients with arrhythmogenic cardiomyopathy (ACM) present with features ranging from impaired cardiac function and ventricular arrhythmia to sudden cardiac death. This inherited disease, with a prevalence of 1:1000 to 1:5000, typically becomes evident in young adulthood. The therapeutic options for ACM—such as β-adrenergic receptor blockers, restriction of physical exercise, implantation of a cardiac defibrillator, or transplantation as ultima ratio—are limited to symptoms management.^1^ ACM is characterized by progressive loss of cardiomyocytes, cardiac fibrosis with fibrofatty tissue replacement, and ventricular dilatation. In the majority of cases, mutations in components of the desmosomal complex are causative for ACM.^1,2^

In cardiomyocytes, this cell–cell adhesion complex is composed of the desmosomal adhesion molecules DSG2 (desmoglein-2) and DSC2 (desmocollin-2), which are linked to desmin intermediate filaments by PG (plakoglobin), PKP2 (plakophilin-2), and DSP (desmoplakin).^3^ These components are an integral part of the intercalated disc (ICD), where they form a functional unit with molecules of adherens junctions, gap junctions, and others such as sodium channels.^4^ The ICD is essential to provide mechanical and electrical coupling to adjacent cardiomyocytes, which is a basis for coordinated contraction and function of the heart. In ACM, a variety of mutations in genes encoding for desmosomal molecules were described.^2^ Together with the finding of disrupted ICD ultrastructure,^5^ this formed the hypothesis of impaired cardiomyocyte cohesion as central step in ACM pathogenesis. However, data on the role of cell–cell adhesion are conflicting, and the effect of disrupted mechanical coupling for disease induction and progression is not resolved.^6–8^

In this study, we address the role of disrupted desmosomal adhesion in ACM development by interfering with the binding mechanism of DSG2. The crystal structure of DSG2 suggests the extracellular *trans*-interaction of desmosomal adhesion molecules to be mediated by a so-called tryptophan swap.^9^ Here, a tryptophan residue at position 2 is inserting into a hydrophobic pocket of the first extracellular domain of the respective molecule from the opposing cell and vice versa. 

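In the mouse, this tryptophan is encoded in Dsg2 (ENSMUSG00000044393), which lies on the forward strand of chromosome 18 of GRCm38 from 20558074 to 20604521 and has 15 exons in the GENCODE M21 annotation. The annotated protein is a precursor of 1122 amino acids. It was searched for the furin-type motif R-X-K/R-R with a tryptophan as residue 2 after it, which gave a single match, read as RQKR. Matches to the motif without that tryptophan were not counted. The mature protein was taken to start after this match, so that the cleavage site was placed by the search and not measured. The tryptophan is residue 2 after the motif, as the search required, and residue 56 of the precursor. Its codon, TGG, occupies positions 20575009 to 20575011 within exon 3, which spans 20574940 to 20575074 and is coding at this position. The reference coding sequence from 20574994 to 20575026, with the codon in its middle, reads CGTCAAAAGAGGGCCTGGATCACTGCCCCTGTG.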

Mutations of this tryptophan (ClinVar databank: VCV000199796, VCV000044282, VCV000420241)^10^ as well as of residues being part of the corresponding hydrophobic binding pocket (VCV000518623, VCV000925370, VCV001345680, VCV000044316) ^9,10^ were reported in patients with ACM.

To interfere profoundly with this mechanism, we inserted a mutation substituting the tryptophan-2 with an alanine (DSG2-W2A) and characterized its functional implication in vitro, in cultivated cells, and in a knock-in mouse model. We applied this in vivo model to identify mechanisms underlying ACM, aiming for new therapeutic approaches.

## Methods

Detailed methods are available in the Expanded Methods in the Supplemental Material.

### Human Heart Samples

Heart samples of patients with ACM and healthy controls were derived from forensic autopsy. This study was conducted according to the tenets of the Declaration of Helsinki and approved by the local ethics committees (license number 494-16 from LMU Munich and license number 152/15 from Goethe University). Samples were fixed and embedded in paraffin according to standard procedures.

### Animal Experiments

Mouse experiments were approved by the Cantonal Veterinary Office of Basel-Stadt (license numbers 2973_32878 and 3070_32419). Mice were housed under specific pathogen-free conditions with standard chow and bedding with a 12-hour day/night cycle according to institutional guidelines. Animals of both sexes were applied without bias. For inhibitor treatments, mice from the same litter and sex were paired and allocated randomly to the groups.

### Statistics and Data Compilation

Figures were compiled with Adobe Photoshop CC 2017 and Adobe Illustrator CC 2017. Statistical computations were performed with Prism 8 (GraphPad Software). For comparison of 2 or multiple groups, distribution of data was analyzed by a Shapiro-Wilk normality test, and group variances were analyzed by an *F*-test or a Brown-Forsythe test, respectively. According to the results of these tests, a parametric or nonparametric test with or without Welch correction for unequal variances was applied. For Kaplan-Meier survival analysis, significance was assessed by the Gehan-Breslow-Wilcoxon test. The statistical test used to compare the respective data sets is described in the corresponding figure legend. Statistical significance was assumed at *P*<0.05. Unless otherwise stated, data are presented as dot blot, with each dot representing the mean of the respective technical replicates of 1 biological replicate. Each animal or independent seeding of cells was taken as biological replicate, or as indicated in the legend. The mean value of these dots is shown as bar diagram ± SD.

### Data Availability

RNA sequencing data were deposited in the public database GEO (

accession number GSE181868). Additional data pertaining to the current article are available from the corresponding author upon request.

## Results

### W2A Mutation Abrogates DSG2 Interactions and Impairs Cell–Cell Adhesion In Vitro and In Vivo

To study the functional consequences of impaired DSG2 binding, we generated the W2A point mutation (DSG2-W2A) to abrogate the proposed interaction mechanism of the only desmoglein expressed in cardiomyocytes (Figure 1A). First, we investigated in a cell-free setup whether DSG2-W2A is indeed affecting the binding properties of DSG2 interaction by applying single molecule force spectroscopy. Here, molecules are coupled to the tip of an atomic force microscopy probe and the surface of a mica sheet by a polyethylene glycol linker. By measuring the deflection of the probe during repeated approach to and retraction from the surface, binding events can be assessed quantitatively. From these data, properties such as binding frequency, binding force, and bond half-life time can be determined. Constructs were generated for expression of wild-type (WT) and mutant (W2A) DSG2 extracellular domains fused to a human Fc fragment and tested for homotypic (WT:WT, W2A:W2A) and heterotypic (WT:W2A) interaction properties (Figure 1B). These experiments showed a significant reduction of the frequency of W2A:W2A as well as WT:W2A interactions compared with WT:WT (Figure 1C). The frequency of the remaining W2A bindings was comparable to probing Fc alone, which indicates that these are mostly nonspecific interactions. Homotypic WT interactions display a clear binding force peak, whereas the remaining W2A interaction forces were spread widely, again pointing to the nonspecificity of these interactions (Figure 1D). The lifetime of DSG2 interactions under zero force (τ_0_) was determined by fitting the binding forces detected at different loading rates,^11^ yielding τ_0_=1.088s with R=0.993. In contrast, no sufficient fit (R=0.509) was possible for W2A interactions (Figure 1E). Together, these data outline that the tryptophan swap is the major interaction mechanism of DSG2.

**Figure 1.**
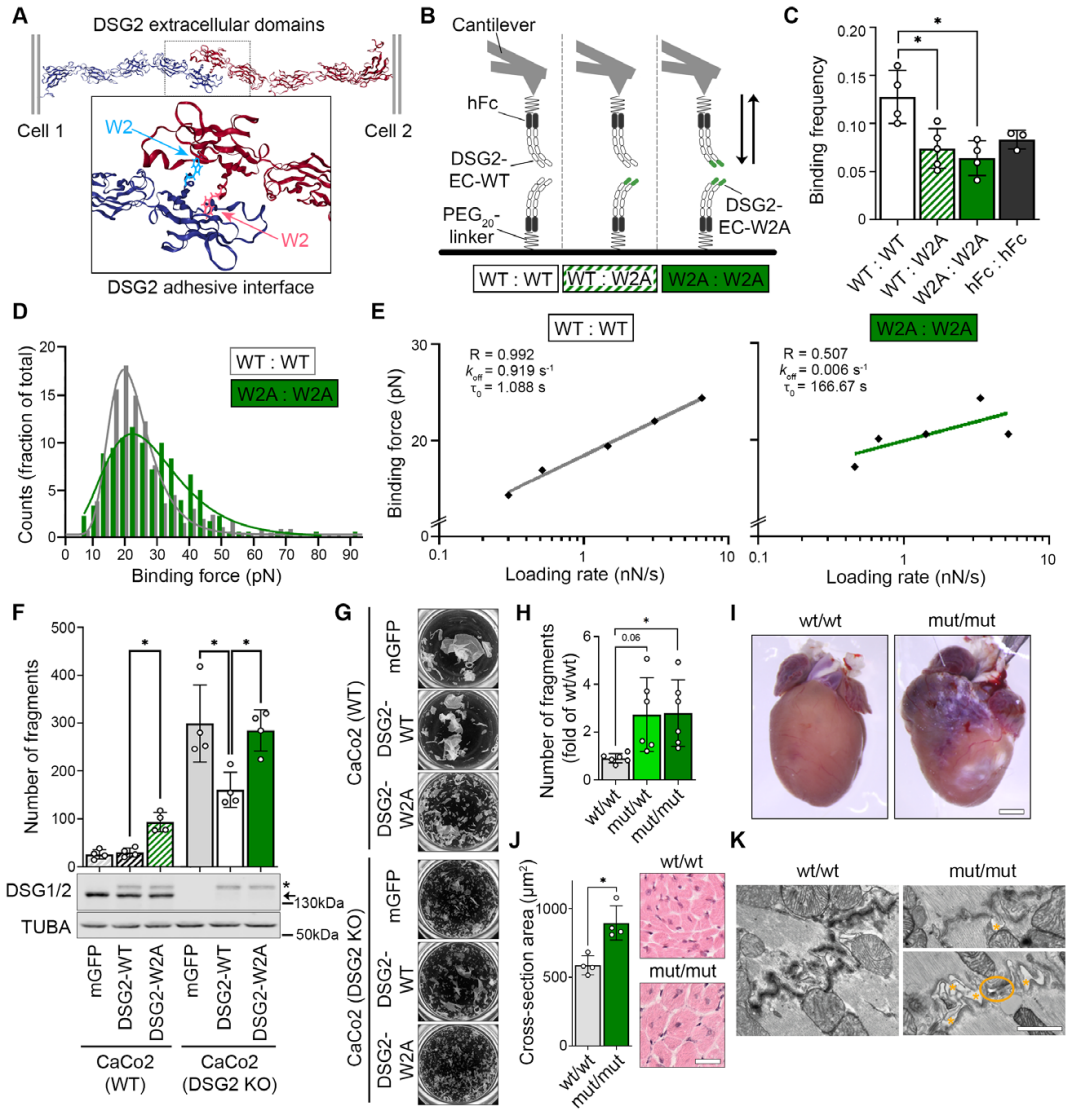
**DSG2 (desmoglein-2) adhesion is mediated by tryptophan swap at position 2. A**, Predicted interaction model of DSG2 extracellular domains by exchange of tryptophan residue at position 2 into a hydrophobic pocket of the opposing molecule. Cartoon 3D presentation of Protein Data Bank entry 5ERD^9^; tryptophan-2 is highlighted by ball and stick presentation. **B**, Schematic of single molecule force spectroscopy experiments. Recombinant extracellular domains (ECs) of wild-type DSG2 (DSG2-WT) or mutant DSG2 (DSG2-W2A) protein were coupled to a mica surface and atomic force microscopy cantilever by mean of a human Fc-tag (hFc) and a polyethylene glycol (PEG)_20_ linker and probed as indicated. **C**, Binding frequency of DSG2-W2A/DSG2-WT heterotypic and homotypic interactions at a pulling speed of 2 µm/s are shown. hFc served as control for nonspecific binding. *P<0.05, 1-way analysis of variance, Dunnett post hoc test. Each independent coating procedure with minimum 625 force curves is taken as biological replicate. **D**, Histogram of binding forces distribution with peak fit at a pulling speed of 2 µm/s corresponding to data in **C**. **E**, Determination of the bond half lifetime by the Bell equation^11^ of mean loading rates and binding forces analyzed from data of pulling speeds at 0.5, 1, 2, 5, and 7.5 µm/s. Average of values from 4 independent coating procedures with minimum 625 force curves each. R=R^2^, *k*_off_ =off-rate constant, τ_0_=bond half lifetime under zero force. **F**, Dissociation assays to determine cell–cell adhesion were performed in CaCo2 cells (WT or DSG2 KO background) expressing DSG2-WT-mGFP or DSG2-W2A-mGFP constructs. mGFP empty vector served as control. *P<0.05, 1-way analysis of variance, Sidak post hoc test. Corresponding Western blot analysis confirmed effective expression of DSG2 constructs (*) versus the endogenous protein (arrow) in CaCo2 cells. α-tubulin (TUBA) served as loading control. **G**, Representative images of monolayer fragmentation from experiments in **F**. **H**, Dissociation assays in immortalized keratinocytes isolated from neonatal murine skin of the respective genotype. *P<0.05 or as indicated, Welch analysis of variance, Dunnett post hoc test. **I**, Macroscopic cardiac phenotype of DSG2-W2A mut/mut mice at age 15 weeks. **J**, Cardiac hypertrophy was analyzed as mean cross-sectional area of cardiomyocytes in hematoxylin & eosin–stained sections. Scale bar, 30 µm. *P<0.05, unpaired Student *t* test. **K**, Representative images of intercalated discs acquired by transmission electron microscopy, 3 mice per genotype. Orange asterisks mark intercellular widening, orange circle marks a ruptured junction. Scale bar, 1 µm.

To determine the effect of the W2A mutation on a cellular level, DSG2-WT and DSG2-W2A constructs were stably expressed in the epithelial cell line CaCo2 either in a WT or DSG2-deficient background (CaCo2[WT] or CaCo2[DSG2 KO]).^12^ Cell–cell dissociation assays were performed, in which a confluent cell monolayer is detached and exposed to defined mechanical stress. Expression of DSG2-W2A in CaCo2(WT) cells significantly reduced intercellular adhesion as indicated by an increased number of fragments (Figure 1F and 1G). Whereas expressing DSG2-WT in the CaCo2(DSG2 KO) line significantly rescued the impaired intercellular adhesion in response to DSG2 loss, the expression of DSG2-W2A had no effect on fragment numbers.

Because these data demonstrate the DSG2 tryptophan swap to be the central adhesive mechanism, we next generated a CRISPR/Cas9-based knock-in mouse model for DSG2-W2A to investigate the consequences of impaired DSG2 adhesion in vivo (Figure S1). In line with the studies in human cells, dissociation assays in keratinocyte cell lines generated from DSG2-W2A pups revealed reduced cell–cell adhesion in heterozygous (mut/wt) and homozygous (mut/mut) mutants (Figure 1H). Moreover, DSG2-W2A mice presented with a pronounced cardiac phenotype. Adult mut/mut mice demonstrated ventricular deformation, fibrotic and calcified areas, and hypertrophic cardiomyocytes (Figure 1I and 1J). In line with reduced intercellular adhesion of cardiomyocytes, transmission electron microscopy revealed disturbed ICDs with widened intercellular space and occasionally completely ruptured junctions in mut/mut hearts (Figure 1K).

A cardiac phenotype was also detectable during embryogenesis. Here, mating of heterozygous mice revealed a reduction of mut/mut offspring to 2.8% compared with the expected Mendelian ratio of 25%. Embryo dissections showed loss of the mut/mut animals between E12 and E14 (Figure S2A). The mut/mut embryos at day E12.5 appeared macroscopically pale with accumulation of blood in the cardiac area although the heart was still beating (Figure S2B). Cells suggestive for blood precursors were detectable in the pericardial space (Figure S2C). This finding suggests a rupture of the cardiac wall leading to pericardial bleeding and loss of mut/mut animals.

Together, these in vitro and in vivo data outline an essential role of the DSG2 tryptophan swap for cell–cell adhesion and demonstrate severe pathologies associated with impaired DSG2 interaction.

### DSG2-W2A Mutant Mice Resemble the Phenotype of ACM

Given the cardiac affection in mutant mice, the notion that a majority of patients with ACM are reported with mutations in desmosomal genes,^2^ and that mutations specifically of W2 have already been associated with ACM,^10^ we examined homozygous and heterozygous mice including both sexes with regard to histologic and clinical ACM measures in an age range of 12 to 80 weeks.

Histologic analysis showed cardiac fibrosis, a major hallmark of ACM, in the myocardium of the right ventricle (RV) and left ventricle (LV) in mut/mut animals (Figure 2A through 2D), which did not profoundly increase over time. In contrast, heterozygous animals demonstrated a milder phenotype, with a fraction of animals (36%) starting to develop fibrosis in the RV around 6 months, whereas LV was unaffected. To better address differences over time, we pooled animals into groups with a mean age of 4 and 6 months for homozygous and 6 and 12 months for heterozygous mice and performed functional analyses by echocardiography and ECG parallel to histologic evaluation. Moreover, we separated 12-month-old heterozygous animals according to RV fibrosis into a group without and with fibrosis (>10% fibrotic area). Mut/mut animals showed impaired RV systolic function at both time points with reduced tricuspid annular plane systolic excursion as well as fractional shortening (Figure 2E through 2G and Table S1). LV systolic impairment with reduction of the ejection fraction and corresponding parameters worsened over time and became significant after 6 months, although no increase in fibrosis was detectable (Figure 2D and 2H and Table S1). In mut/wt mice, RV fractional shortening was significantly reduced in 12-month-old animals with fibrosis. In ECG recordings of mut/mut mice for 30 minutes under anaesthesia, we noted deformation of the QRS complex with elongated QRS interval and reduced amplitude of the S peak with effects more pronounced in the older group; heterozygous animals with RV fibrosis showed similar effects or trends (Figure 2I through 2K and Table S1). Because the T wave was not clearly detectable in mutants, the J peak amplitude as indicator for early repolarization was determined. This was reduced in the mut/mut groups with same trend for fibrotic mut/wt hearts (Figure 2L). Parallel to these depolarization and repolarization abnormalities, we also noted the occurrence of ventricular arrhythmia, ranging from single premature ventricular contractions (PVCs) to multiple, multifocal PVCs and nonsustained ventricular tachycardia in 1 mouse (Figure 2M through 2O). The fraction of homozygous and heterozygous animals with PVCs and the frequency of these events correlated with age and fibrosis. Moreover, a substantial fraction (16%) of mut/mut animals was found dead during the observation period, which strongly suggests the occurrence of malignant arrhythmia with sudden death (Figure 2P). Investigating sex-related differences, no effect was observed on the extent of fibrosis or echocardiographic parameters. However, in mut/wt mice, PVCs were found in males only and male mut/mut mice were more prone to premature sudden death compared with females (Figure S3).

**Figure 2.**
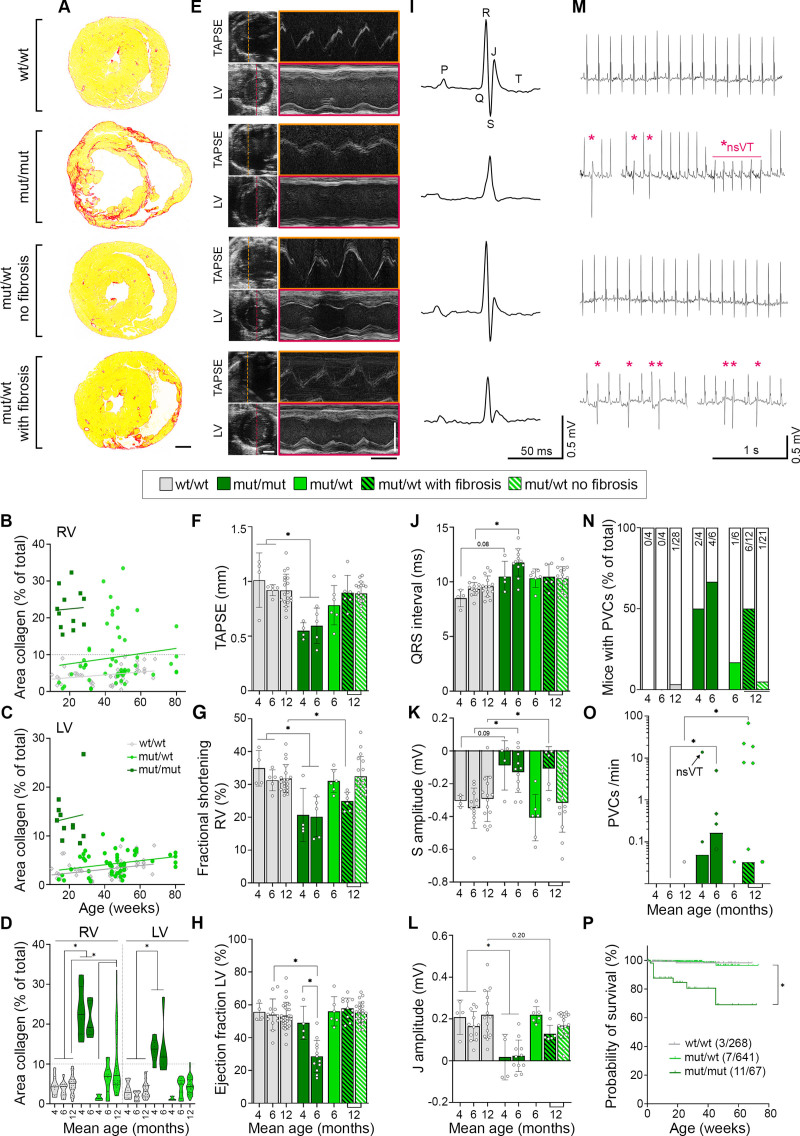
**DSG2 (desmoglein-2)–W2A mutant mice develop characteristics of arrhythmogenic cardiomyopathy. A**, Cardiac fibrosis detected by picrosirius red collagen staining with representative images of sections from 6-month-old DSG2-W2A mut/mut and 12-month-old wt/wt and mut/wt animals. Scale bar = 1 mm. **B** through **D**, Corresponding analysis of the area of collagen in the right ventricle (RV) and left ventricle (LV). Continuous lines indicate the simple linear regression between age and area of collagen. Hearts with >10% of collagen in the RV (gray dotted line) were defined as “with fibrosis.” Each dot represents 1 animal. *P<0.05, mixed effects analysis with LV and RV matched per animal, Sidak post hoc test. Lines indicate median and quartile values. **E**, Representative echocardiography images for measurements of the tricuspid annular plane systolic excursion (TAPSE) and LV function in 6-month-old mut/mut and 12-month-old wt/wt and mut/wt animals. Left side: 2D images from apical 4-chamber view for TAPSE and parasternal short axis view for LV. M-mode tracings on the right were performed along the line indicated on the left. Scale bars, white, 2 mm; black, 100 ms. Corresponding analysis of (**F**) TAPSE, *P<0.05, Kruskal-Wallis test with Dunn post hoc test; (**G**) fractional shortening of the RV, *P<0.05, Kruskal-Wallis test with Dunn post hoc test; and (**H**) ejection fraction of the LV, *P<0.05, 1-way analysis of variance, Sidak post hoc test. **I**, ECG recoded in lead II with representative curves from 6-month-old mut/mut and 12-month-old wt/wt and mut/wt animals. Definition of respective peaks is indicated in the wt/wt curve. Scale bars, vertical, 0.5 mV; horizontal, 50 ms. Corresponding analysis of (**J**) QRS interval, *P<0.05 or as indicated, Kruskal-Wallis test with Dunn post hoc test; (**K**) amplitude of the S peak, *P<0.05 or as indicated, 1-way analysis of variance, Sidak post hoc test; and (**L**) amplitude of the J peak (early repolarization), *P<0.05 or as indicated, Kruskal-Wallis test with Dunn post hoc test. **M**, Ventricular arrythmia detected by ECG during 30 minutes of baseline measurements with example curves from 6-month-old mut/mut and 12-month-old wt/wt and mut/wt animals. Asterisks mark premature ventricular contractions (PVCs); *nsVT indicates a nonsustained ventricular tachycardia detected in 1 mut/mut animal. Scale bars, vertical, 0.5 mV; horizontal, 1 s. Corresponding analysis of (**N**) percentage of mice presenting with PVCs. Values in bars indicate corresponding absolute number of mice with PVC (colored bars) compared with total number of mice evaluated (empty bar) and (**O**) PVC burden depicted as number of PVCs per minute, *P<0.05, Kruskal-Wallis test with Dunn post hoc test. The black arrow indicates the animal presenting with nonsustained ventricular tachycardia. **P**, Kaplan-Meier survival plot of DSG2-W2A mice from an analysis period of 3 years. Vertical lines indicate dropouts because of unrelated elimination (end of experiment, breeding, injuries). Values indicate corresponding absolute number of mice with sudden death compared with total number of mice evaluated. *P<0.05, Gehan-Breslow-Wilcoxon test. Box with color indications of respective groups in the middle applies to the entire figure.

In summary, mutant animals show histopathologic features with echocardiography and ECG abnormalities similar to patients with ACM. Within the limits of a murine model, both genotypes fulfil the Padua criteria^13^ to establish the diagnosis of ACM (Table S2). Here, DSG2-W2A mut/mut animals resemble the phenotype of biventricular ACM, whereas in mut/wt mice, the phenotype is milder with variable penetrance and age-dependent occurrence only in the RV. According to the Padua criteria,^13^ the heterozygous genotype recalls the characteristics of a right-dominant ventricular ACM, as long as fibrosis was present. Together, these data demonstrate that loss of desmosomal adhesion is sufficient to induce an ACM phenotype and that the DSG2-W2A model may resemble 2 different variants of the disease.

### Integrin-β6 Expression Is Altered in ACM Patient and DSG2-W2A Mouse Samples

Next, we applied this mouse model to investigate mechanisms leading to ACM. RNA sequencing was performed from ventricles of mut/mut and wt/wt hearts both before onset of fibrosis (age 5 days) and when the biventricular fibrosis and ACM phenotype was established (after 9 weeks). 

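The data behind this experiment are read counts per gene from the ventricles of 13 mice, 4 mut/mut and 3 wt/wt hearts aged 5 days and 3 mut/mut and 3 wt/wt hearts aged 9 weeks. Each group held hearts of both sexes, and the sex-linked genes matched the sex given for every heart. Libraries were stranded and made from polyadenylated RNA. The authors deposited whole-number counts for each heart without normalization, and the paper's reference list cites STAR for alignment and featureCounts for counting, while its text does not name the genome build. The table lists 19504 genes by Ensembl identifier, and the smallest total of any gene over all hearts was 47 counts, so that genes with very low counts had already been left out. At 5 days, the total per heart was 27427443 to 31564324 counts in mut/mut (median 29294961.5) and 29676167 to 31197495 in wt/wt (median 30296316). At 9 weeks, it was 32456289 to 41144288 counts in mut/mut (median 34694385) and 35574397 to 41159910 in wt/wt (median 35914025). The counts were normalized by edgeR's TMM method, 19299 genes passed edgeR's expression filter, and all hearts entered a single quasi-likelihood fit with a separate mean for each genotype and age. P values were adjusted by the Benjamini-Hochberg method and a gene was called changed at an adjusted P value under 0.05. Levels are given as CPM, the TMM-normalized counts of a gene divided by the library size and scaled to a common total. The table counts reads per gene, so it does not show the mutated codon, and the genotype of each heart was taken from the labels.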

First, we compared sequencing data from 9-week-old mice with the top differentially expressed genes derived from published transcriptomic data sets of ACM patient hearts (GEO database: GSE107157/GSE107480^14^ and GSE29819^15^). 

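Expression in the 6 hearts aged 9 weeks was compared over all 19299 tested genes as log2 CPM. Pearson's correlation averaged 0.988 between hearts of the same genotype (range 0.987 to 0.990) and 0.982 between genotypes (range 0.976 to 0.987), a difference of 0.00630. None of the other ways to divide the 6 hearts into groups of 3 gave a larger difference, which in an exact permutation test is a one-sided p = 0.1, the smallest p that 3 hearts against 3 allow here. The choice of genes moved this value most, to 0.0495 over the 500 genes with the highest variance. In a principal component analysis, the component with the most variance (44.1%) separated the genotypes, with mut/mut hearts between 18.9 and 48.5 and wt/wt hearts between -33.9 and -23.6. The component with the next most variance (18.5%) spread hearts within both genotypes. The patient data sets were not analysed here.

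**Figure D1:**
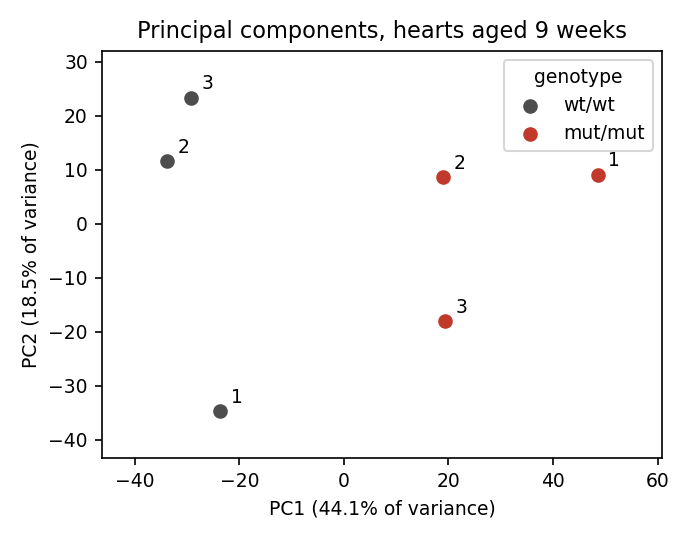
Principal component analysis of log2 CPM in ventricles aged 9 weeks, with the percentage of variance on each axis. Each point is the heart with the replicate number beside it (3 mut/mut in red, 3 wt/wt in grey), and all mut/mut hearts lie to the right of all wt/wt hearts on the horizontal axis.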

Murine samples clustered according to their genotype and mut/mut hearts resembled the gene expression pattern of patients (Figure S4), further supporting the observation that mutant mice faithfully reproduce major aspects of the disease.

To identify common genes deregulated during ACM pathogenesis, we compared the differentially expressed genes from patient data with the results from mutant mice. 

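At 9 weeks, 1405 of the 19299 tested genes differed between mut/mut and wt/wt hearts, 942 of them higher and 463 lower in mut/mut, and 460 changed at least 2-fold. At 5 days, 1242 genes differed, 325 higher and 917 lower, and 222 changed at least 2-fold. The count at 5 days depended on single hearts more than on any other choice and ran from 0 to 4240 genes across the 7 fits that each left out a heart of that age, with 0 genes without wt/wt replicate 3 and 4240 without wt/wt replicate 1. At 9 weeks, it ran from 483 to 1261 across 6 such fits. Changed at both ages were 62 genes, 55 of them in the same direction (23 higher, 32 lower) and 7 in opposite directions. By chance, 90.4 genes would be shared, more than were found (Fisher's exact test over genes, two-sided, p = 0.00103, odds ratio 0.654). This shortfall was tested only in the fit with all hearts. Without wt/wt replicate 1 aged 5 days, 439 of 19412 tested genes were shared. Changed in that fit were 1955 at 9 weeks and 4240 at 5 days, so that no shortfall was left. The shortfall therefore depended on that heart. Across all tested genes, which are not independent replicates, the log2 fold changes at the 2 ages had a Spearman correlation of 0.217. The effect of the genotype differed between the ages for 363 genes in the interaction contrast of the same fit. The largest rises at 9 weeks among genes with a mean of at least 50 counts and no overlap between the genotypes were in Spp1, Comp, Ecrg4, Cfd and Nppa, and the largest falls in Gm10635, Ces1d, Aqp4, Kcnd2 and Arrdc2. Comp rose from 2.29 ± 0.566 CPM (SD, n = 3) in wt/wt to 63.0 ± 53.8 (SD, n = 3) in mut/mut hearts, a log2 fold change of 4.78 (standard error 0.49, adjusted p = 0.000386 from edgeR's quasi-likelihood test), and Ces1d fell by 1.68 on the log2 scale (standard error 0.25, adjusted p = 0.00179). At 5 days, the same rule gave Ucp1, Adipoq, Plin1, Car3 and Gm45221 as the largest rises and Hspa1a, Klhl38, Tnfrsf25, Kctd21 and 5430430B14Rik as the largest falls. The rise of Spp1 came mostly from mut/mut replicate 1 (23.8 CPM against 1.73 and 2.38 in the other mut/mut hearts). That of Cfd came mostly from mut/mut replicate 2 (8.75 against 2.02 and 0.927). Spp1 and Cfd each passed in 2 of the 6 fits that left out a heart. The fall of Hspa1a came mostly from wt/wt replicate 3 (68.9 against 2.35 and 3.10 in the other wt/wt hearts). Gm45221 overlaps Picalm on the same strand, and Spp1, Ces1d and Kcnd2 also overlap annotated genes on the same strand, so that their counts are uncertain. Ecrg4, Nppa, Aqp4, Hspa1a and Klhl38 overlap genes on the opposite strand.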

Here, we included data from 5-day-old mice to identify changes already present before onset of secondary effects attributable to fibrosis. 

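Itgb6 (ENSMUSG00000026971), which encodes the integrin-β6 subunit, lies on the reverse strand of chromosome 2 of GRCm38 from 60598292 to 60722643, and no other annotated gene overlaps it. At 9 weeks, its level was 8.31 ± 3.05 CPM (SD, n = 3) in mut/mut and 19.7 ± 8.23 (SD, n = 3) in wt/wt hearts, a log2 fold change of -1.24 (standard error 0.35, adjusted p = 0.0437 from edgeR's quasi-likelihood test). At 5 days, it was 2.10 ± 0.598 (SD, n = 4) in mut/mut and 5.50 ± 2.64 (SD, n = 3) in wt/wt hearts, a log2 fold change of -1.38 (standard error 0.36, adjusted p = 0.0358 from the same test). Every mut/mut heart lay below every wt/wt heart of its age. In exact permutation tests of the levels, two-sided, this gave p = 0.1 at 9 weeks and p = 0.0286 at 5 days, in each case the smallest p that the number of hearts allows. The direction held in all alternatives tried, but the adjusted P value lay close to the threshold. At 9 weeks it was under 0.05 in 10 of 16 alternatives (range 0.00842 to 0.241) and in 3 of the 6 fits that left out a heart. At 5 days it was under 0.05 in 9 of 17 alternatives (range 0.0183 to 0.213) and in 2 of the 7 fits that left out a heart. The fall did not differ detectably between the ages (difference in log2 fold change 0.14, standard error 0.50, adjusted p = 0.909 for the interaction in edgeR). The paper included hearts aged 5 days to find changes already present before secondary effects of fibrosis, and compared both ages with patient data sets, which were not analysed here.

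**Figure D2:**
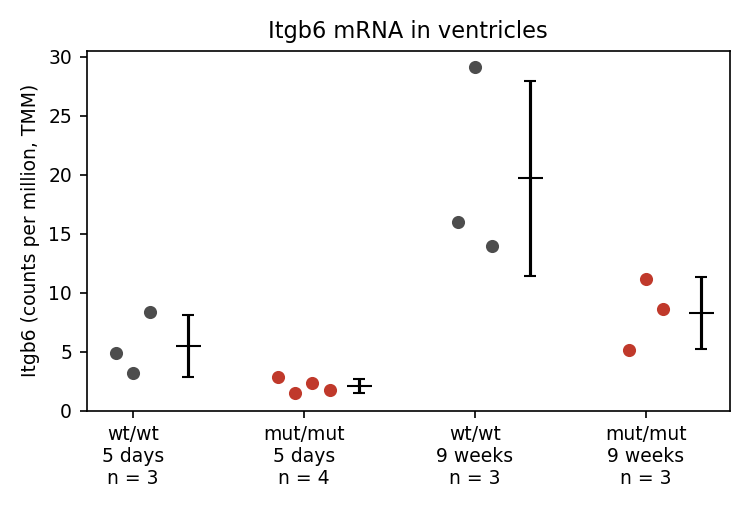
Itgb6 level in each heart as TMM-normalized CPM, by genotype and age. Points are hearts, and the bar beside each group shows its mean and SD. The mut/mut hearts reach at most 2.81 at 5 days and 11.2 at 9 weeks, below the lowest wt/wt hearts at 3.20 and 13.9.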

Integrin-β6 (*Itgb6*) was the only transcript consistently deregulated in all data sets (Figure 3A). Its common downregulation in patients with ACM and mutant mice on RNA levels was further confirmed for heterozygous DSG2-W2A mutants compared with WT (Figure 3B). However, protein levels were unaltered in mutant heart samples (Figure 3C). Immunostaining revealed that, in mutant hearts, ITGB6, which mainly localized to a compartment suggestive for the transverse tubules and costameres in wt/wt animals, was enriched at the ICD (Figure 3D and E). Together, these data demonstrate altered ITGB6 mRNA expression as a common feature in ACM patient and DSG2-W2A hearts and an enrichment of the protein at the ICD in mutant murine samples.

**Figure 3.**
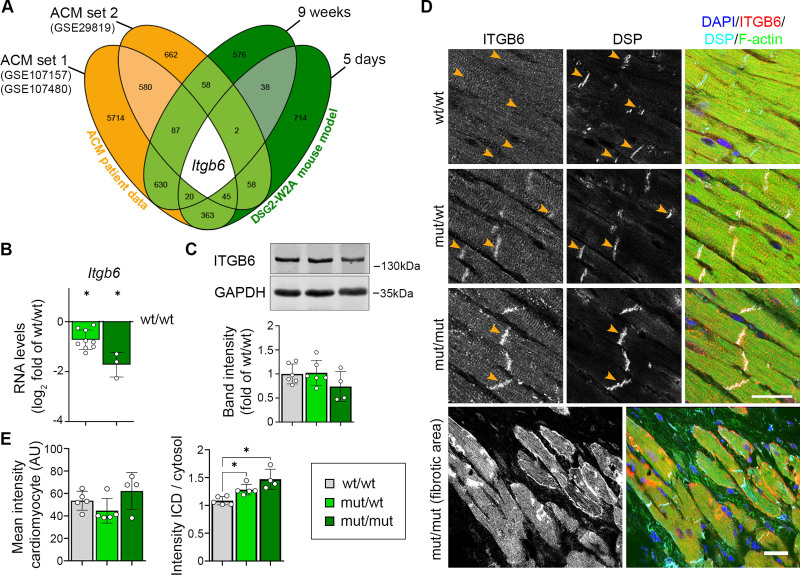
**Integrin-β6 is deregulated in DSG2 (desmoglein-2)–W2A mutants. A**, Venn diagram of significantly altered genes from indicated arrhythmogenic cardiomyopathy (ACM) patient data sets (ACM versus healthy control) and DSG2-W2A mice at the age of 5 days and 9 weeks (mut/mut versus wt/wt) highlighting integrin-β6 (*Itgb6*) as only overlapping gene with same direction of expression in all data sets. Numbers indicate the amount of overlapping genes for the respective overlays. **B**, RNA expression of *Itgb6* analyzed by means of reverse transcription quantitative polymerase chain reaction in adult DSG2-W2A mouse hearts. *P<0.05, unpaired Student *t* test versus wt/wt. *Gapdh* served as reference gene. **C**, Representative Western blot and respective analysis of band intensity of integrin-β6 (ITGB6) in DSG2-W2A hearts. GAPDH served as loading control. 1-way analysis of variance, Dunnett post hoc test. **D** and **E**, Immunostaining of ITGB6 (red in overlay) in DSG2-W2A hearts with corresponding analysis of staining intensity in cardiomyocytes in total and ratio of staining intensity at the intercalated disc (ICD) area (orange arrowheads) versus cardiomyocytes’ cytosolic area. DSP (desmoplakin; cyan) marks ICDs, DAPI (blue) nuclei and F-actin (green) the sarcomere system. Lower row shows an overview image of a fibrotic area in mut/mut hearts. Scale bars, 25 µm. *P<0.05; left graph: Kruskal-Wallis test with Dunn post hoc test; right graph: 1-way analysis of variance, Dunnett post hoc test. Box with color indications of respective groups applies to the entire figure.

### DSG2-W2A Mutant Hearts Present With Structurally Impaired ICDs

This result together with the transmission electron microscopy data (Figure 1K) suggest structural changes of the ICD in mutant hearts, which we addressed further. Using DSP as marker, we reconstructed the outlines of ICDs in wt/wt and mut/mut hearts from 3D stacks captured with structured illumination microscopy. This analysis yielded an increase in ICD volume, in particular attributable to an enhanced width between 2 adjacent cells (Figure 4A). The majority of desmosomal molecules as well as N-cadherin were regularly distributed at mutant ICDs (Figure S5A and S5B). This was corroborated by RNA sequencing data from 5-day-old and 9-week-old animals, which showed no consistent changes of desmosomal, adherens, gap, or tight junction molecules (Figure S5C through S5E). 

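Of 88 genes written down beforehand as desmosomal, adherens, gap and tight junction genes, 50 were tested. At 9 weeks, 3 of them passed the adjusted threshold over all genes, all higher in mut/mut, namely Cdh4 (log2 fold change 1.13), Cdh3 (2.73) and Cldn11 (3.15). At 5 days, Nectin4 (1.64) and Gjc3 (1.65) were higher and Jam2 (-0.37) was lower. No gene passed over all genes at both ages, while 14 at 9 weeks and 10 at 5 days had an unadjusted P value under 0.05. These genes were singled out after their values were seen, because they were the ones past the threshold. Jam2 came closest to a change at both ages, with -0.35 at 9 weeks (adjusted p = 0.0511 in edgeR). With adjustment over the 50 junction genes alone, 9 were higher and 2 lower at 9 weeks, and 2 were higher and 1 lower at 5 days. Under this adjustment Jam2 passed at both ages (adjusted p = 0.0308 at 9 weeks and 0.0407 at 5 days in edgeR), the only gene to do so. Jam2 overlaps Gm25908 on the same strand, and Cdh4 and Dsg2 overlap Gm14300 and Gm16090 on the opposite strand, so that their counts are uncertain. None of the 7 tested desmosomal genes passed over all genes at either age, with log2 fold changes from -0.33 to 0.20 at 9 weeks and from -0.17 to 0.05 at 5 days. The mutated gene itself, Dsg2, had 105 ± 13.5 CPM (SD, n = 3) in mut/mut and 118 ± 17.3 (SD, n = 3) in wt/wt hearts at 9 weeks, a log2 fold change of -0.16 (standard error 0.15, adjusted p = 0.592 in edgeR). At 5 days it had 90.0 ± 9.89 (SD, n = 4) and 86.7 ± 19.8 (SD, n = 3), a log2 fold change of 0.05 (standard error 0.14, adjusted p = 0.857 in edgeR). The number of junction genes changed in the same direction at both ages was 0 in most alternatives, reached 2 with DESeq2 and at most 3 in fits that left out a heart.

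**Figure D3:**
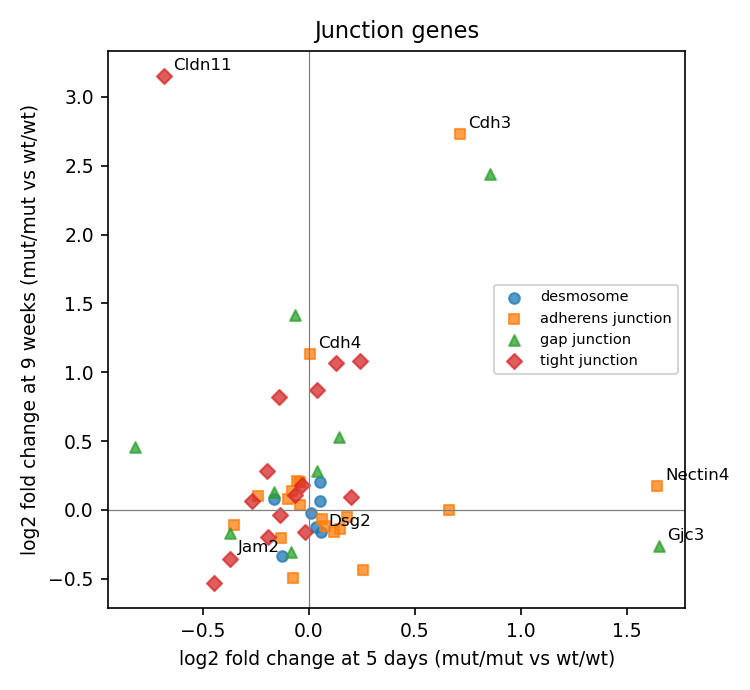
Log2 fold change of each tested junction gene in mut/mut against wt/wt hearts at 5 days (horizontal axis) and 9 weeks (vertical axis), with a symbol for each kind of junction. Named are Dsg2 and the genes past the adjusted threshold at either age, and none of them passed over all genes at both.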

The only adhesion molecule reduced globally was DSG2 (Figure S5A and S5B). Although DSG2 was still present at the ICD, detailed analysis by structured illumination microscopy revealed reduced number and volume of DSG2 signals (Figure 4B). Moreover, fluorescence recovery after photobleaching experiments in neonatal murine cardiomyocytes transduced with DSG2-WT-mGFP or DSG2-W2A-mGFP showed a higher mobility of the mutant protein at cardiomyocyte junctions (Figure 4C), indicating reduced membrane stability of DSG2-W2A. To further investigate the possibility that the stability and integrity of ICD molecules is compromised, we performed Triton-X-100 separation assays for proteins with unaltered ICD localization in mutant hearts. Cytosolic and unanchored membrane proteins are found in the Triton-X-100 soluble fraction, whereas cytoskeleton-bound molecules are mainly detectable in the nonsoluble fraction. Both desmosomal molecules (PG, PKP2) as well as N-cadherin showed increased levels in the soluble pool, indicating reduced cytoskeletal anchorage and impaired ICD integrity in mutants (Figure 4D). Moreover, the gap junction molecule connexin-43, which is required for electrical coupling of cardiomyocytes, was delocalized to the lateral membrane (Figure 4E), which was described as a feature of disrupted ICDs.^8^

**Figure 4.**
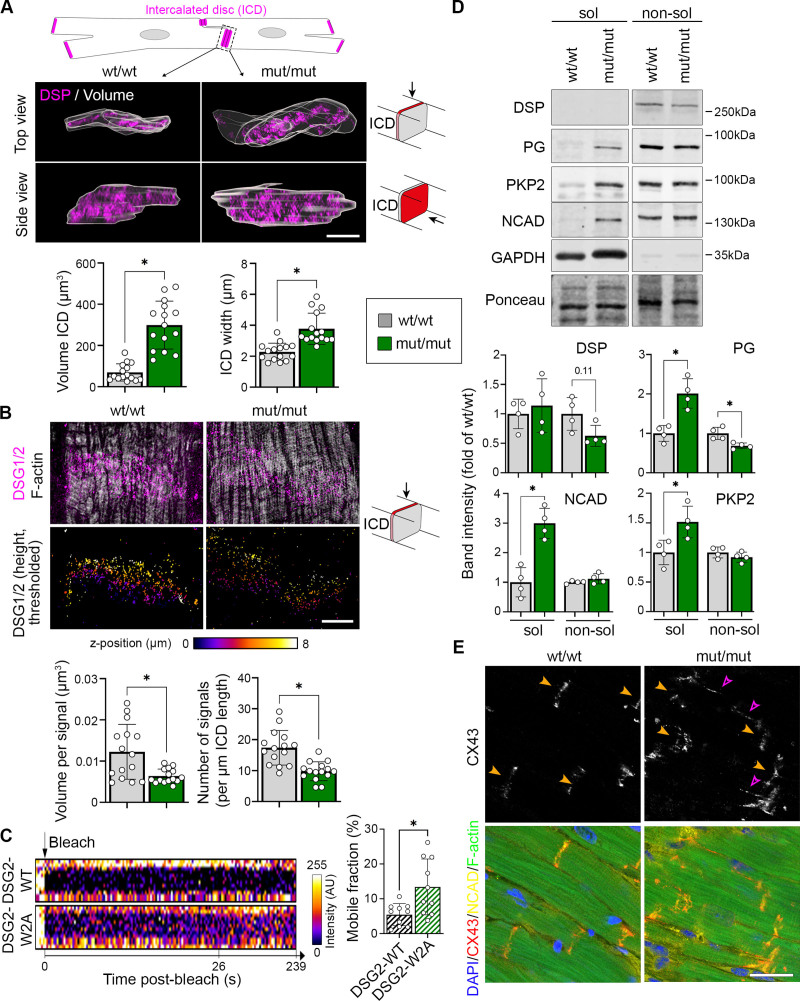
**Disrupted ICD structure in DSG2 (desmoglein-2)–W2A mutant mice. A**, Representative z-stack reconstruction of segmented intercalated discs (ICDs) in top and side view acquired with structured illumination microscopy. Overlay of analyzed ICD volume is shown in gray. ICDs are marked by DSP (desmoplakin; magenta). Scheme on top presents segmented area and pictograms on the right display the respective angle of view. Corresponding analysis of ICD volume and width of ICD between adjacent cardiomyocytes below. Scale bar, 5 µm. *P<0.05, Mann-Whitney test. Each dot represents the value of 1 ICD from 4 mice per genotype. **B**, Representative images of DSG2 (magenta) and filamentary actin (f-actin; white) z-stacks acquired by structured illumination microscopy and presented as maximum intensity projection. Lower row shows color-coded height projection of DSG2 signals in z-stack after signal thresholding as performed for analysis. Related analysis of DSG2 signal volume and number per ICD length is shown below. Pictograms on the right display the respective angle of view. Scale bar, 5 µm. *P<0.05, unpaired Student *t* test, with Welch correction. Each dot represents the value of 1 ICD from in total 3 mice per genotype. **C**, Fluorescence recovery after photobleaching analysis of DSG2–wild type (WT) and DSG2-W2A-mGFP fusion proteins at the cell–cell junction of neonatal cardiomyocytes with representative intensity kymographs of bleached areas on the left. Time point 0 = bleach as indicated by the black arrow. Analysis of the mobile fraction of the indicated mGFP-fusion proteins is shown on the right. *P<0.05, unpaired Student *t* test, with Welch correction. Each dot represents the mean value of 1 heart from in total 3 isolations. **D**, Representative triton-X-100 assay immunoblot with separation of a soluble (sol), noncytoskeletal bound protein fraction from a nonsoluble (non-sol), cytoskeletal-anchored fraction and corresponding analysis shown below. PG (plakoglobin), PKP2 (plakophilin-2), and N-cadherin (NCAD) were analyzed. Intensity of proteins was normalized to the total amount of protein detected by ponceau staining. GAPDH and DSP served as separation control. *P<0.05 or as indicated, unpaired Student *t* test (PG, NCAD, PKP2) or Mann-Whitney test (DSP). Each dot represents the result from 1 mouse. **E**, Immunostaining of connexin-43 (CX43; red in overlay) in DSG2-W2A hearts. NCAD (yellow) marks ICDs, DAPI (blue) nuclei, and F-actin (green) the sarcomere system. Orange arrowheads mark ICD, pink arrowheads highlight lateralization of CX43 staining. Scale bars, 25 µm. Images representative for 5 mice per genotype. Box with color indications of respective groups applies to the entire figure.

These data together with the transmission electron microscopy results demonstrate structurally severely altered ICDs in response to the DSG2-W2A mutation and suggest a molecular basis leading to the functional alterations detectable by echocardiography and ECG.

### Integrin-αV/β6 Is Activated in DSG2-W2A Mutant Hearts

In contrast to DSG2, we detected ITGB6 to be increased at the ICD (Figure 3D and 3E), which was confirmed by analysis of structured illumination microscopy images (Figure 5A). ITGB6 needs to heterodimerize with integrin-αV (ITGAV) in order to be activated and bind to the extracellular matrix.^16–18^ Thus, we analyzed the expression of the counterpart ITGAV, which was significantly upregulated on protein level and increased at the ICD and costameres of mutant hearts (Figure 5B and 5C). In contrast, the localization and intensity of integrin-β1, as classical representative of the integrin group, was not altered (Figure S6). Staining with an antibody specifically recognizing the heterodimer of ITGAV/B6 revealed increased amount of dimer formation at the ICD and costameres in mutant mice (Figure 5D). Moreover, increased ITGAV/B6 staining intensity was also detectable in an ACM patient sample with DSP mutation (Figure 5E). To stabilize active integrins, recruitment of the cytoskeletal adapters talin and vinculin is required.^19^ Accordingly, the expression of talin-2 was increased in DSG2-W2A mut/mut myocardium, with vinculin being enriched at the ICD (Figure 5F and 5G). This effect is similar to what was shown before in response to increased intracellular traction forces on junctions.^20^ Thus, these data suggest that in response to a dysfunctional, nonadhesive ICD with impaired cytoskeletal anchorage, ITGAV/B6 dimers are recruited and activated at the compromised ICD as well as at the costamere region.

**Figure 5.**
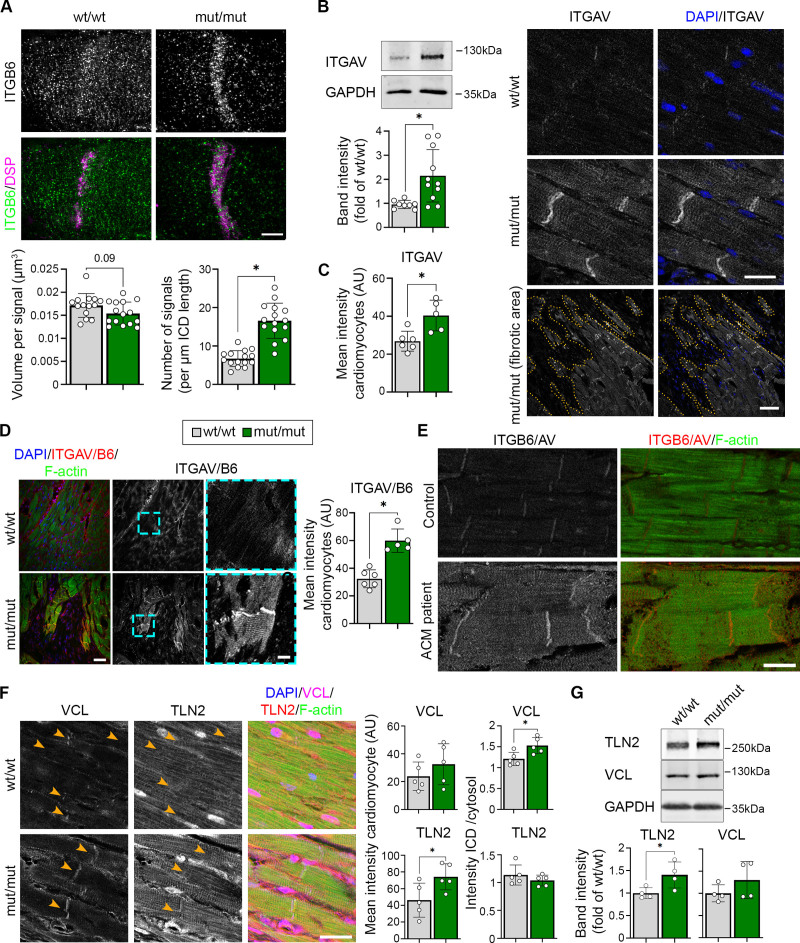
**Increased activation of ITGB6/AV at ICDs of DSG2 (desmoglein-2)–W2A mutant mice. A**, Representative intercalated disc (ICD) reconstruction from z-stacks of integrin-β6 (ITGB6; green) and DSP (magenta) immunostaining acquired by structured illumination microscopy and presented as maximum intensity projection. Related analysis of ITGB6 signal volume and number per ICD length is shown below. Scale bar, 5 µm. *P<0.05 or as indicated, unpaired Student *t* test with Welch correction (left graph) and Mann-Whitney test (right graph). Each dot represents the value of 1 ICD from in total 4 mice per genotype. **B**, Representative Western blot and analysis of band intensity of integrin-αV (ITGAV) in DSG2-W2A hearts. GAPDH served as loading control. *P<0.05, unpaired Student *t* test with Welch correction. **C**, Immunostaining of ITGAV in DSG2-W2A hearts on the right with respective analysis on the left. DAPI (blue) marks nuclei. Lower row shows an overview image of a fibrotic area in mut/mut hearts. Dotted orange line marks the edge of fibrotic area. Scale bars: upper rows, 20 µm; lower row, 50 µm. *P<0.05, unpaired Student *t* test. **D**, Immunostaining of ITGAV/B6 heterodimer in DSG2-W2A mutant hearts with respective analysis of staining intensity on the right. Cyan rectangle marks zoomed area on the right. Scale bars: overview, 50 µm; insert, 10 µm. *P<0.05, unpaired Student *t* test. **E**, Representative immunostaining images of ITGAV/B6 heterodimer staining (red) in a patient with arrhythmogenic cardiomyopathy (ACM; DSP-E952X, heterozygous) and healthy control sample. F-actin (green) stains the sarcomere system. For the patient with ACM, 4 different tissue samples were analyzed and compared with 2 tissue samples from 2 healthy controls. Scale bar, 20 µm. **F**, Immunostaining of VCL (vinculin; magenta) and TLN2 (talin-2; red) in DSG2-W2A hearts on the right with respective analysis of the mean staining intensity in cardiomyocytes and ratio of the staining intensity at the ICD versus cytosolic area on the left. DAPI (blue) marks nuclei. F-actin (green) stains the sarcomere system. Scale bar, 25 µm; *P<0.05, unpaired Student *t* test. **G**, Representative Western blot and analysis of band intensity of VCL and TLN2 in DSG2-W2A hearts. GAPDH served as loading control. *P<0.05, unpaired Student *t* test for TLN2, Mann-Whitney test for VCL. Box with color indications of respective groups applies to the entire figure.

### TGF-β Signaling Is Upregulated in DSG2-W2A Mutant Hearts

ITGAV/B6 dimers have the ability to activate the profibrotic cytokine transforming growth factor–β (TGF-β) by binding and removal of the latency-associated peptide.^17^ Gene set enrichment analyses revealed an upregulation of genes associated with TGF-β signaling in both 9-week-old mutants as well as patients with ACM (Figure 6A). Moreover, direct targets of receptor-regulated SMADs involved in TGF-β signaling^21^ were upregulated in DSG2-W2A mutant hearts (Figure 6B). Accordingly, increased amounts of nuclear SMAD2/3 phosphorylated at the activation sites S465/S467 or S423/S425, respectively, were detected in these hearts (Figure 6C). 

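For this test on the mouse hearts, limma's cameraPR was run on the signed square root of edgeR's quasi-likelihood F over all tested genes, with an inter-gene correlation of 0.01. The KEGG set of the paper was not used here, and a list of 85 TGF-β pathway genes written down beforehand stood in its place, of which 75 were tested. At 9 weeks, the list was shifted upward in mut/mut hearts with a two-sided P value of 0.00348, which was 0.124 on ranks of the statistic. The median log2 fold change of the list was only 0.06, with 41 of the 75 genes positive. Of its genes, 12 passed the adjusted threshold over all genes, all higher in mut/mut (15 higher and 1 lower with adjustment over the list alone). The largest rise among them was that of Comp. Tgfb3 had 32.3 ± 8.81 CPM (SD, n = 3) in mut/mut and 17.6 ± 2.15 (SD, n = 3) in wt/wt hearts, a log2 fold change of 0.87 (standard error 0.15, adjusted p = 0.00414 in edgeR). Tgfb3 overlaps Ttll5 and 2 predicted genes on the opposite strand. Tgfb1 did not pass (0.30, standard error 0.15, adjusted p = 0.278 in edgeR). At 5 days, the list gave a P value of 0.392, and the difference between the ages gave 0.0675. The choice of gene list moved the result at 9 weeks most, since the Reactome set of TGF-β receptor signaling was shifted downward with a P value of 0.427. In limma's camera on log2 CPM, with the correlation between genes estimated from the data (0.0341), the P value of the list at 9 weeks was 0.143. That test also changes the statistic of each gene, so the difference cannot be credited to the correlation alone. The patient data sets were not analysed here.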

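The TRRUST set of the paper was not used here. A list of 32 targets of receptor-regulated SMADs written down beforehand was tested by the same method, and all of them were expressed. At 9 weeks, the list was shifted upward in mut/mut hearts with a P value of 3.42e-08. Past the adjusted threshold over all genes were 10 higher genes and 1 lower gene, which was Itgb6 itself (15 higher and 3 lower with adjustment over the list alone). The median log2 fold change of the list was 0.54. Without the 7 fibrotic markers that the paper measures in slice cultures, the remaining 25 genes gave a P value of 0.00328. In limma's camera on log2 CPM, with the correlation between its genes estimated from the data (0.221), the P value of the whole list was 0.0820. The statistic of each gene also differs in that test. In cameraPR, the Reactome set of SMAD-regulated transcription was shifted downward with a P value of 0.221. At 5 days, the list gave a P value of 0.0333, which rose to 0.220 without the 7 markers. A shift as strong as that at 9 weeks also came from other divisions of the same hearts, as 3 of the 10 ways to divide the 6 hearts into groups of 3, the genotypes included, gave a P value as small.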

Increased levels of pSMAD2/3 were found not only in fibroblasts but also in cardiomyocytes, mainly adjacent to fibrotic areas. These data indicate upregulation of the profibrotic TGF-β pathway and its downstream targets, which include extracellular matrix proteins such as collagens, laminin, or fibronectin.

**Figure 6.**
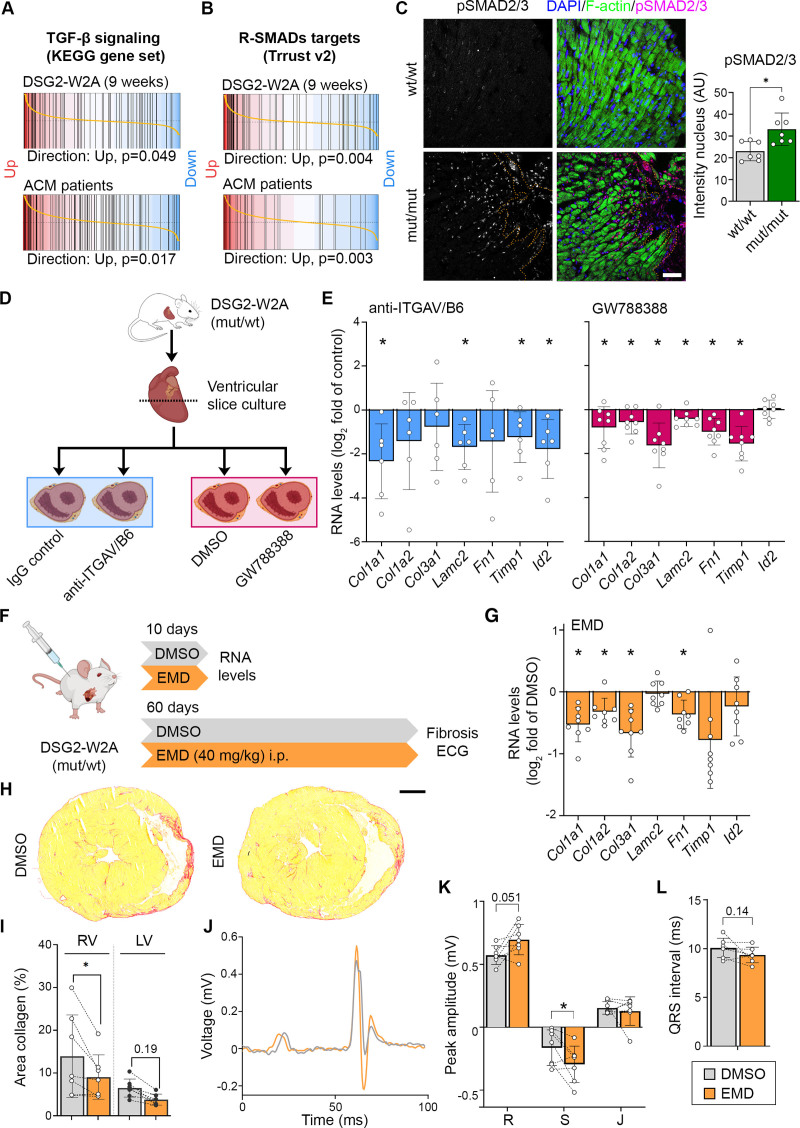
**Elevated transforming growth factor–β signaling in DSG2 (desmoglein-2)–W2A hearts as result of ITGAV/B6 activity.** Barcode plots of gene set enrichment analysis of (**A**) the KEGG_TGF_BETA_SIGNALING_PATHWAY data set (systematic name: M2642)^41^ and (**B**) genes directly regulated by receptor-regulated SMADs (R-SMADs; includes SMAD1/2/3/5/9) as published in the TRRUST database^21^ in 9-week-old DSG2-W2A (mut/mut vs wt/wt) or arrhythmogenic cardiomyopathy (ACM) patient data set 1 (ACM versus healthy control; GEO: GSE107157/GSE107480). Indicated *P* values are calculated by function cameraPR of the R package limma. **C**, Immunostaining of phosphorylated SMAD2/3 (magenta, S465/S467 or S423/S425, respectively) in sections of DSG2-W2A hearts and related analysis of nuclear staining intensity. Nuclei are stained with DAPI (blue), cardiomyocytes are marked with f-actin (green). The dotted orange line marks the edge of the fibrotic area. Scale bar, 50 µm. *P<0.05, unpaired Student *t* test. **D**, Schematic of experimental setup for integrin-αVβ6 (ITGAV/B6) blocking experiments in cardiac slice culture with related results in **E**. Icons are derived from BioRender. **E**, Reverse transcription quantitative polymerase chain reaction analysis of expression of genes downstream of transforming growth factor–β (TGF-β) signaling in cardiac slice cultures treated with inhibiting anti-ITGAV/B6 (1:15) or 10 µmol/L GW788388, an inhibitor of TGF-β receptor I, for 24 hours. *P< 0.05, paired Student *t* test versus indicated control condition. **F**, Schematic of experimental setup for in vivo ITGAV/B6 blocking experiments by injection of 40 mg/kg EMD527040 (EMD) intraperitoneally daily. DMSO was applied as vehicle control. Icons are derived from BioRender. **G**, Reverse transcription quantitative polymerase chain reaction expression analysis of genes downstream of TGF-β signaling in hearts of mice treated with EMD or respective amount of DMSO for 10 days. *P<0.05, unpaired Student *t* test versus DMSO. **H** and **I**, Cardiac fibrosis detected by picrosirius red collagen staining with representative images and corresponding analysis of the area of collagen in the right ventricle (RV) and left ventricle (LV). Lines indicate littermates. Each dot represents 1 animal. *P<0.05 or as indicated, grouped 2-way repeated-measures analysis of variance with LV/RV and experimental pairs matched, Sidak post hoc test. Scale bar, 1 mm. **J** through **L**, ECG recoded in lead II with representative curves shown in J. Corresponding analysis of R, S, and J peak amplitude and QRS interval, *P<0.05 or as indicated. Paired Student *t* test. Lines indicate littermates. Each dot represents 1 animal.

### Fibrosis in DSG2-W2A Mutant Animals Is Reduced by Inhibition of ITGAV/B6-Dependent Release of TGF-β

On the basis of the known profibrotic role of TGF-β in cardiomyopathies^2^ and the established function of ITGAV/B6 dimers to activate TGF-β,^17^ we investigated whether inhibition of ITGAV/B6 was efficient to reduce fibrosis in DSG2-W2A mice. Cardiac slice cultures were generated from the ventricles of heterozygous mice at the age of 40 to 50 weeks and treated for 24 hours with anti-ITGAV/B6, which was shown to neutralize the function of the dimer.^22^ In comparison, slices were treated with the TGF-β receptor I inhibitor GW788388 to directly block TGF-β signaling (Figure 6D). Significant downregulation in the expression of the profibrotic molecules collagen-I type-α1 (*Col1a1*), laminin subunit-γ2 (*Lamc2*), metalloproteinase inhibitor-1 (*Timp1*), and ID-2 (*Id2*) was induced in the mutant mice in response to inhibition of ITGAV/B6 (Figure 6E). Other extracellular matrix proteins such as fibronectin (*Fn1*) or collagens (*Col3a1*, *Col1a2*) showed the same tendency. All of these fibrotic markers were significantly upregulated in adult mutant hearts as detected by RNA sequencing (Figure 6A and 6B). 

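The 6 markers reported here passed the adjusted threshold at 9 weeks and were higher in mut/mut hearts, with log2 fold changes from 0.79 (Col1a1) to 2.83 (Timp1). Col1a2 had 267 ± 69.2 CPM (SD, n = 3) in mut/mut and 135 ± 19.9 (SD, n = 3) in wt/wt hearts, a log2 fold change of 0.99 (standard error 0.15, adjusted p = 0.00167 from edgeR's quasi-likelihood test). Fn1 had 112 ± 27.9 and 60.0 ± 8.35 (SD, n = 3 each), a log2 fold change of 0.90 (standard error 0.16, adjusted p = 0.00422). Timp1 had 10.5 ± 6.56 and 1.47 ± 0.579 (SD, n = 3 each), a log2 fold change of 2.83 (standard error 0.38, adjusted p = 0.00114), and it overlaps Syn1 on the opposite strand. Col1a2 and Col3a1 each overlap a predicted gene on the same strand (Gm43921 and Gm47302) and Fn1 overlaps Apol7d on the opposite strand, so that reads of these genes are not told apart with certainty. The adjusted P values of the other 3 markers were 0.0196 for Col1a1, 0.00877 for Col3a1 and 0.0212 for Id2. For 5 of the markers every mut/mut heart lay above every wt/wt heart, the exception being Col1a1 (exact permutation test, two-sided, p = 0.2, where the smallest possible is p = 0.1). Between 4 and 6 markers passed in the 6 fits that each left out a heart, and 3 passed when the hearts aged 9 weeks were fitted alone. At 5 days, all 6 log2 fold changes were positive (0.17 to 0.57) and none passed over all genes, while 1 had an unadjusted P value under 0.05. For Col1a1, Col1a2, Col3a1 and Id2 every mut/mut heart aged 5 days lay above every wt/wt heart. In exact permutation tests, two-sided, this gave p = 0.0286 for Col1a2, Col3a1 and Id2, the smallest possible, and p = 0.0857 for Col1a1. The difference between the ages passed the adjusted threshold for Timp1 only (2.61, standard error 0.48, adjusted p = 0.0223 in edgeR).

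**Figure D4:**
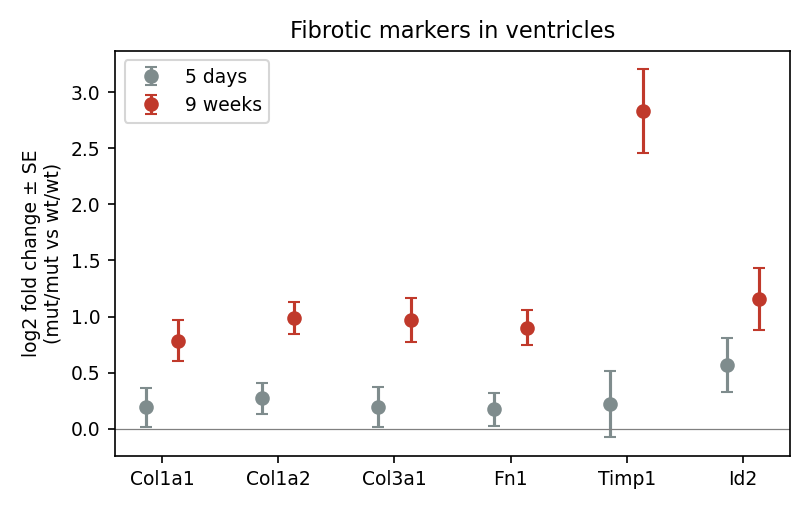
Log2 fold change of 6 fibrotic markers in mut/mut against wt/wt ventricles at 5 days (grey) and 9 weeks (red), with standard errors from the fit as bars. At 9 weeks the values lie between 0.79 and 2.83, and at 5 days between 0.17 and 0.57.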

Direct inhibition of TGF-β led to a similar downregulation of these markers as the blocking antibody.

To investigate the in vivo relevance of this pathway, we applied the small molecule EMD527040 (EMD), which is an established inhibitor of ITGAV/B6-dependent TGF-β release, to the DSG2-W2A mouse model.^23^ For these experiments, we chose wt/mut mice because they reflect the heterozygosity most commonly found in patients with ACM and develop the phenotype during adulthood, when compound application is feasible. Littermates between the ages of 28 and 38 weeks were sex-matched and injected intraperitoneally daily for 10 days with EMD or DMSO control (Figure 6F). In this short-time approach, myocardial samples of EMD-treated animals showed a similar reduction of profibrotic markers as reported for slice cultures (Figure 6G). Having established an effective dose, we performed in vivo studies for a duration of 60 days during the time period when RV fibrosis establishes. At the end of the treatment period, ECG and histologic analysis were performed. EMD-treated mice demonstrated reduced RV fibrosis (Figure 6H and 6I). Moreover, EMD animals showed a mitigation of ECG abnormalities, with significantly higher S amplitude and trends towards an increased R amplitude and shorter QRS interval compared with the vehicle-treated control.

These experiments link ITGAV/B6 dimerization in response to abrogated DSG2 binding and ICD dysfunction to TGF-β–dependent fibrosis generation. The pilot inhibitor studies suggest ITGAV/B6 as a promising treatment target to ameliorate the ACM phenotype.

## Discussion

In this study, we generated a knock-in mouse model with defective binding function of the adhesion molecule DSG2, which demonstrated that impaired desmosomal adhesion is sufficient to induce a phenotype mimicking the characteristics of ACM. Our data suggest a cascade of defective desmosomal adhesion, disrupted ICD structure, and subsequent activation of ITGAV/B6 with profibrotic TGF-β signaling as important underlying mechanisms leading to this phenotype (Figure 7). Moreover, our pilot study indicates a beneficial effect of ITGAV/B6 inhibition by EMD treatment with regard to fibrosis and several ECG parameters, suggesting that this pathway can be targeted successfully by drug treatment.

**Figure 7.**
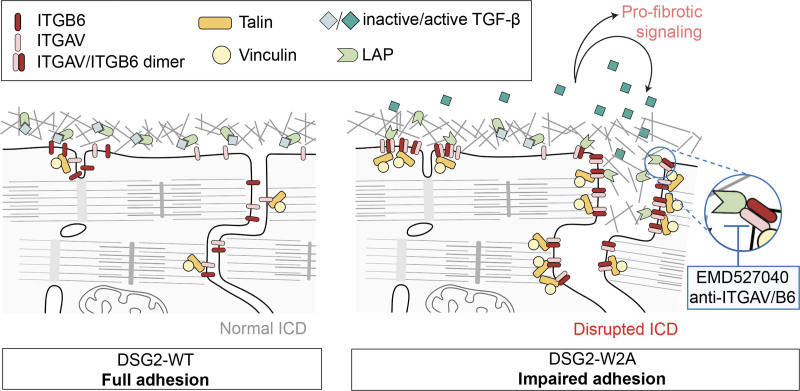
**Schematic conclusion of data.** DSG2 (desmoglein-2) –W2A mutation with loss of desmosomal adhesion leads to impaired intercalated disc (ICD) structure with deregulation of integrin-β6 (ITGB6) and enhanced heterodimerization with integrin-αV (ITGAV). The dimer efficiently binds to the extracellular matrix and activates transforming growth factor–β (TGF-β) by removal of the latency-associated peptide (LAP). Active TGF-β can then induce profibrotic downstream signaling by means of SMAD molecules. In our experiments, this cascade was blocked by different approaches to inhibit ITGAV/B6.

### Defective Desmosomal Adhesion by DSG2-W2A Mutation Is Inducing an ACM Phenotype

Because of mutations mainly affecting desmosomal genes and evidence of disrupted ICDs, the hypothesis of dysfunctional desmosomes with loss of cell–cell adhesion as a central pathologic step was adopted in the field.^2^ However, experimental data on this topic are contradictory.^6–8^ We show that W2 of DSG2 is central for binding and intercellular adhesion in vitro and in vivo. Disrupted desmosomal adhesion is sufficient to induce an ACM phenotype fulfilling the Padua criteria,^13^ including ventricular fibrosis, depolarization and repolarization abnormalities, arrhythmia, and impaired ventricular function, which are used to establish the diagnosis. In line with this, 3 mutations were described in patients with ACM directly affecting the DSG2 binding mechanism by exchange of the tryptophan with a serine, leucine, or arginine (ClinVar data bank: VCV000199796, VCV000044282, VCV000420241).^10^ This indicates a disruption of the tryptophan swap independent from the substituting amino acid and supports defective desmosomal adhesion as important factor in ACM.^2,24^ Moreover, different published DSG2 mutant mouse models show a phenotype resembling the features of DSG2-W2A mutants. These include a DSG2 mutant in which parts of the 2 outermost DSG2 extracellular domains were deleted (but leaving W2A intact),^25^ 2 mouse lines with loss of DSG2,^25,26^ and mice overexpressing a patient mutation (DSG2-N271S),^27^ which also showed that ICD structural aberrations precede functional abnormalities and fibrosis generation. These data fuel the hypothesis that disruption and rearrangement of the ICD in response to impaired adhesion between cardiomyocytes is a crucial initial step, at least in case of mutations in desmosomal molecules. Other mechanisms described in patients or translational models, such as aberrant WNT or Hippo/YAP signaling, or immune cell infiltrations,^2,28^ may be secondary responses and in part even represent adaptive attempts to rescue the functional consequences of such severe structural aberrations.

### DSG2-W2A Mice as Model to Study ACM

Our results suggest the DSG2-W2A model as a valuable tool to study ACM mechanisms. Within the limitations of a murine model, it reproduces a majority of features found in patients with ACM (Table S2). In homozygous animals, both ventricles are affected from early on in life; heterozygous animals develop a milder phenotype, with fibrosis occurring only in the RV. Whether this milder phenotype would extend to the LV over time or whether a gene dose effect underlies the structural differences is unclear. LV and RV remodel differently in response to loading and injury^29^ and it is possible that the RV is less able to compensate a partial reduction of cardiomyocyte cohesion, in contrast to the LV. A fraction of mut/wt animals did not develop the phenotype at all within the observation period of up to 80 weeks. Thus, the model might help clarify why patients with the same mutation (ie, in the same family) develop the disease with variable penetrance.^1^ Similar to patients,^1^ male mutant mice appear to experience more arrhythmia and sudden death than do female mice.

We can interpret from the combined histology, echocardiography, and ECG data that the changes in heart function are secondary to fibrosis generation. This is indicated by the notion that functional measures (eg, ejection fraction, QRS interval) worsened over time in homozygous mutants, whereas no increase was detectable for fibrosis. Moreover, functional changes in mut/wt animals were only observed when fibrosis was present. This is in line with a patient cohort with DSP mutations, in which LV fibrosis preceded systolic dysfunction.^30^ A different study in DSG2-N271S-expressing ex vivo paced hearts demonstrated conduction velocity impairments before onset of fibrosis.^27^ More longitudinal studies using different mutational backgrounds and sensitive detection methods (eg, cardiac magnetic resonance imaging and ECG under exercise) are necessary to define the role of fibrosis as cause or consequence of functional changes.

As with all murine models, the DSG2-W2A line has limitations in its ability to fully recapitulate the human disease phenotype. Mutant mice do not show pronounced replacement with adipose tissue, which is a common characteristic in patient heart samples, but in general is not fully modeled in mice.^24^ Moreover, at least in ECGs under anesthesia, not all mutant animals develop arrhythmia, even if fibrosis is present. However, in contrast to most other ACM models, this knock-in model has the advantage of a single amino acid exchange under the endogenous promotor, thus reducing the possibility of secondary unwanted effects attributable to complete protein absence or overexpression. As in patients, the mutation is present in all cell types and not limited to cardiomyocytes.^2,24^

### DSG2-W2A Leads to Dysfunctional ICDs and ITGAV/B6 Rearrangement

DSG2-W2A led to a severely altered ICD structure consistent with impaired cytoskeletal attachment and ruptured junctions. Whereas these changes provide explanations for compromised intercellular adhesion, we also noted alterations in cell–matrix protein distribution. RNA sequencing before and after onset of the disease phenotype and a comparison with ACM patient datasets identified ITGB6 as commonly deregulated in patients with ACM and DSG2-W2A mice. Although we noted reduced mRNA levels in mutant hearts, the overall protein content was unaltered. This suggests pronounced posttranslational regulation of ITGB6, which was already demonstrated in skeletal muscle.^31^ In mutant hearts, ITGB6 was increased at the ICD together with elevated levels of ITGAV and increased heterodimerization of both molecules. By mechanical force exerted through ITGAV/B6, TGF-β is detached from the latency-associated peptide and can induce signaling by means of TGF-β receptors.^17,32^ In line with higher intracellular forces, talin-2 and vinculin were increased at ICDs, as binding of these molecules activates and stabilizes integrins. A mutual regulation of both adhesive compartments is well-established. As an example, upon loss of N-cadherin, integrins are activated and induce fibronectin deposition.^33^ A similar mechanism is conceivable in DSG2-W2A hearts, either by loss of DSG2 or because of reduced N-cadherin anchorage. So far, only limited data are available on the role of integrins in ACM. A recent study showed downregulation of integrin-β1D leading to ventricular arrhythmia.^34^ Furthermore, knockdown of PKP2 in HL-1 cardiomyocytes was described to deregulate focal adhesions, including integrin-α1.^35^

### Activation of TGF-β Signaling by ITGAV/B6 as Potential Therapeutic Target in ACM

The ITGAV/B6 heterodimer is described as one of the major activators of latent TGF-β1 and TGF-β3.^17^ Although TGF-β signaling is known as general driver of cardiac fibrosis^36^ and more specifically was implicated in ACM,^2^ to our knowledge no data are available on the role of ITGAV/B6 and their regulation of TGF-β signaling in cardiac fibrosis. Uncovering this pathway is of high interest as it offers the possibility to target TGF-β with reduced risk of severe side effects occurring in response to direct inhibition.^37^ We demonstrate a reduction of profibrotic gene expression under ACM conditions in response to ITGAV/B6 inhibition and our pilot study data suggest that a small molecule blocking ITGAV/B6-dependent TGF-β release diminished the generation of fibrosis. Similar approaches using this small molecule or neutralizing antibodies were shown to be protective in murine models of lung, liver, and biliary fibrosis.^23,38,39^ However, because of the heterogeneity of the phenotype in heterozygous animals, more detailed studies with larger sample sizes are required to further substantiate this finding.

Whether fibrosis generation is a contributor to the disease or a protective mechanism to ensure integrity of the heart under conditions of compromised adhesion is unclear. In case of the latter, pharmacologic inhibition of fibrosis generation might be detrimental. Nevertheless, fibrosis is a driver of arrhythmia generation,^40^ which is also supported by our results that ECG abnormalities were reduced by inhibition of fibrosis. Careful studies using different therapeutic approaches to reduce fibrosis in appropriate model organisms need to address this aspect in detail.

In conclusion, we established a new mouse model phenocopying many aspects of ACM, uncovered a novel pathway of fibrosis induction, and identified an approach to target this mechanism with future implication as a potential therapeutic option.

## Article Information

### Acknowledgments

The authors thank Alain Brühlhart and the team from the Animal Facility; Dr Cinzia Tiberi (Center for Cellular Imaging and NanoAnalytics); Dr Alexia Loynton-Ferrand (Imaging Core Facility); Dr Diego Calabrese (Histology Core Facility); and Drs Mike Abanto and Beat Erne, P. Lorentz, and E. Bartoszek (Microscopy Core Facility), University of Basel, Switzerland; and Dr Christian Beisel and Philippe Demougin, Genomics Facility Basel (D-BSSE, ETH Zürich, and University of Basel), for support; Nicolas Schlegel (Department of Surgery, University Hospital Würzburg, Germany) for providing CaCo2 cells; Nikola Golenhofen (Institute of Anatomy, University of Ulm, Germany) for providing the Fc-His-pEGFP-N3 plasmid; and Anja Fuchs for technical assistance. Calculations were performed at the sciCORE scientific computing center at University of Basel.

### Sources of Funding

This project was supported by the German Research Council (SP1300-3/1 to Dr Spindler), the Swiss National Science Foundation (197764 to Dr Spindler), the Swiss Heart Foundation (FF21098 to Drs Schinner and Spindler), the Research Fund Junior Researchers, University of Basel (3BM1079 to Dr Schinner), and the Theiler-Haag Foundation (Dr Spindler). Dr Sheikh is supported by grants from the National Institutes of Health (grant HL142251) and Department of Defense (grant W81XWH1810380).

### Disclosures

Dr Sheikh is a cofounder and equity shareholder of Papillon Therapeutics Inc and is a consultant and equity shareholder of LEXEO Therapeutics Inc. The other authors have nothing to disclose.

### Supplemental Material

Expanded Methods

Tables S1–S3

Figures S1–S6

References 42–48

## Supplementary Material

## References

[1] CorradoDLinkMSCalkinsH. Arrhythmogenic right ventricular cardiomyopathy. N Engl J Med. 2017;376:1489–1490. doi: 10.1056/NEJMc170140010.1056/NEJMc170140028402769

[2] AustinKMTrembleyMAChandlerSFSandersSPSaffitzJEAbramsDJPuWT. Molecular mechanisms of arrhythmogenic cardiomyopathy. Nat Rev Cardiol. 2019;16:519–537. doi: 10.1038/s41569-019-0200-73102835710.1038/s41569-019-0200-7PMC6871180

[3] DelvaETuckerDKKowalczykAP. The desmosome. Cold Spring Harb Perspect Biol. 2009;1:a002543. doi: 10.1101/cshperspect.a0025432006608910.1101/cshperspect.a002543PMC2742091

[4] DelmarMMcKennaWJ. The cardiac desmosome and arrhythmogenic cardiomyopathies: from gene to disease. Circ Res. 2010;107:700–714. doi: 10.1161/CIRCRESAHA.110.2234122084732510.1161/CIRCRESAHA.110.223412

[5] BassoCCzarnowskaEDella BarberaMBauceBBeffagnaGWlodarskaEKPilichouKRamondoALorenzonAWozniekO. Ultrastructural evidence of intercalated disc remodelling in arrhythmogenic right ventricular cardiomyopathy: an electron microscopy investigation on endomyocardial biopsies. Eur Heart J. 2006;27:1847–1854. doi: 10.1093/eurheartj/ehl0951677498510.1093/eurheartj/ehl095

[6] HariharanVAsimakiAMichaelsonJEPlovieEMacRaeCASaffitzJEHuangH. Arrhythmogenic right ventricular cardiomyopathy mutations alter shear response without changes in cell–cell adhesion. Cardiovasc Res. 2014;104:280–289. doi: 10.1093/cvr/cvu2122525307610.1093/cvr/cvu212PMC4296114

[7] HuangHAsimakiALoDMcKennaWSaffitzJ. Disparate effects of different mutations in plakoglobin on cell mechanical behavior. Cell Motil Cytoskeleton. 2008;65:964–978. doi: 10.1002/cm.203191893735210.1002/cm.20319PMC2650236

[8] SchlippASchinnerCSpindlerVVielmuthFGehmlichKSyrrisPMcKennaWJDendorferAHartliebEWaschkeJ. Desmoglein-2 interaction is crucial for cardiomyocyte cohesion and function. Cardiovasc Res. 2014;104:245–257. doi: 10.1093/cvr/cvu2062521355510.1093/cvr/cvu206

[9] HarrisonOJBraschJLassoGKatsambaPSAhlsenGHonigBShapiroL. Structural basis of adhesive binding by desmocollins and desmogleins. Proc Natl Acad Sci USA. 2016;113:7160–7165. doi: 10.1073/pnas.16062721132729835810.1073/pnas.1606272113PMC4932976

[10] NM_001943.5(DSG2). In: ClinVar database. Accessed June 1, 2022. https://www.ncbi.nlm.nih.gov/clinvar/?gr=1&term=NM_001943.5

[11] BellGI. Models for the specific adhesion of cells to cells. Science. 1978;200:618–627. doi: 10.1126/science.34757534757510.1126/science.347575

[12] MeirMBurkardNUngewissHDiefenbacherMFlemmingSKannapinFGermerCTSchweinlinMMetzgerMWaschkeJ. Neurotrophic factor GDNF regulates intestinal barrier function in inflammatory bowel disease. J Clin Invest. 2019;129:2824–2840. doi: 10.1172/JCI1202613120503110.1172/JCI120261PMC6597228

[13] CorradoDPerazzolo MarraMZorziABeffagnaGCiprianiALazzariMMiglioreFPilichouKRampazzoARigatoI. Diagnosis of arrhythmogenic cardiomyopathy: the Padua criteria. Int J Cardiol. 2020;319:106–114. doi: 10.1016/j.ijcard.2020.06.0053256122310.1016/j.ijcard.2020.06.005

[14] SongJSWangRSLeopoldJALoscalzoJ. Network determinants of cardiovascular calcification and repositioned drug treatments. FASEB J. 2020;34:11087–11100. doi: 10.1096/fj.202001062R3263841510.1096/fj.202001062RPMC7497212

[15] GaertnerASchwientekPEllinghausPSummerHGolzSKassnerASchulzUGummertJMiltingH. Myocardial transcriptome analysis of human arrhythmogenic right ventricular cardiomyopathy. Physiol Genomics. 2012;44:99–109. doi: 10.1152/physiolgenomics.00094.20112208590710.1152/physiolgenomics.00094.2011

[16] MargadantCSonnenbergA. Integrin-TGF-beta crosstalk in fibrosis, cancer and wound healing. EMBO Rep. 2010;11:97–105. doi: 10.1038/embor.2009.2762007598810.1038/embor.2009.276PMC2828749

[17] MungerJSSheppardD. Cross talk among TGF-beta signaling pathways, integrins, and the extracellular matrix. Cold Spring Harb Perspect Biol. 2011;3:a005017. doi: 10.1101/cshperspect.a0050172190040510.1101/cshperspect.a005017PMC3220354

[18] KoivistoLBiJHakkinenLLarjavaH. Integrin alphavbeta6: structure, function and role in health and disease. Int J Biochem Cell Biol. 2018;99:186–196. doi: 10.1016/j.biocel.2018.04.0132967878510.1016/j.biocel.2018.04.013

[19] HortonERHumphriesJDJamesJJonesMCAskariJAHumphriesMJ. The integrin adhesome network at a glance. J Cell Sci. 2016;129:4159–4163. doi: 10.1242/jcs.1920542779935810.1242/jcs.192054PMC5117201

[20] MerkelCDLiYRazaQStolzDBKwiatkowskiAV. Vinculin anchors contractile actin to the cardiomyocyte adherens junction. Mol Biol Cell. 2019;30:2639–2650. doi: 10.1091/mbc.E19-04-02163148369710.1091/mbc.E19-04-0216PMC6761764

[21] HanHChoJWLeeSYunAKimHBaeDYangSKimCYLeeMKimE. TRRUST v2: an expanded reference database of human and mouse transcriptional regulatory interactions. Nucleic Acids Res. 2018;46:D380–D386. doi: 10.1093/nar/gkx10132908751210.1093/nar/gkx1013PMC5753191

[22] WeinrebPHSimonKJRayhornPYangWJLeoneDRDolinskiBMPearseBRYokotaYKawakatsuHAtakilitA. Function-blocking integrin alphavbeta6 monoclonal antibodies: distinct ligand-mimetic and nonligand-mimetic classes. J Biol Chem. 2004;279:17875–17887. doi: 10.1074/jbc.M3121032001496058910.1074/jbc.M312103200

[23] PatsenkerEPopovYStickelFJonczykAGoodmanSLSchuppanD. Inhibition of integrin alphavbeta6 on cholangiocytes blocks transforming growth factor-beta activation and retards biliary fibrosis progression. Gastroenterology. 2008;135:660–670. doi: 10.1053/j.gastro.2008.04.0091853867310.1053/j.gastro.2008.04.009PMC3505071

[24] GerullBBrodehlA. Genetic animal models for arrhythmogenic cardiomyopathy. Front Physiol. 2020;11:624. doi: 10.3389/fphys.2020.006243267008410.3389/fphys.2020.00624PMC7327121

[25] KantSHolthoferBMaginTMKruscheCALeubeRE. Desmoglein 2-dependent arrhythmogenic cardiomyopathy is caused by a loss of adhesive function. Circ Cardiovasc Genet. 2015;8:553–563. doi: 10.1161/CIRCGENETICS.114.0009742608500810.1161/CIRCGENETICS.114.000974

[26] ChelkoSPAsimakiAAndersenPBedjaDAmat-AlarconNDeMazumderDJastiRMacRaeCALeberRKleberAG. Central role for GSK3beta in the pathogenesis of arrhythmogenic cardiomyopathy. JCI Insight. 2016;1: doi: 10.1172/jci.insight.8592310.1172/jci.insight.85923PMC486131027170944

[27] RizzoSLodderEMVerkerkAOWolswinkelRBeekmanLPilichouKBassoCRemmeCAThieneGBezzinaCR. Intercalated disc abnormalities, reduced Na(+) current density, and conduction slowing in desmoglein-2 mutant mice prior to cardiomyopathic changes. Cardiovasc Res. 2012;95:409–418. doi: 10.1093/cvr/cvs2192276415210.1093/cvr/cvs219

[28] MeravigliaVAlcaldeMCampuzanoOBellinM. Inflammation in the pathogenesis of arrhythmogenic cardiomyopathy: secondary event or active driver? Front Cardiovasc Med. 2021;8:784715. doi: 10.3389/fcvm.2021.7847153498812910.3389/fcvm.2021.784715PMC8720743

[29] FriedbergMKRedingtonAN. Right versus left ventricular failure: differences, similarities, and interactions. Circulation. 2014;129:1033–1044. doi: 10.1161/CIRCULATIONAHA.113.0013752458969610.1161/CIRCULATIONAHA.113.001375

[30] SmithEDLakdawalaNKPapoutsidakisNAubertGMazzantiAMcCantaACAgarwalPPArscottPDellefave-CastilloLMVorovichEE. Desmoplakin cardiomyopathy, a fibrotic and inflammatory form of cardiomyopathy distinct from typical dilated or arrhythmogenic right ventricular cardiomyopathy. Circulation. 2020;141:1872–1884. doi: 10.1161/CIRCULATIONAHA.119.0449343237266910.1161/CIRCULATIONAHA.119.044934PMC7286080

[31] DucceschiMCliftonLGStimpsonSABillinAN. Post-transcriptional regulation of ITGB6 protein levels in damaged skeletal muscle. J Mol Histol. 2014;45:329–336. doi: 10.1007/s10735-014-9567-22448848710.1007/s10735-014-9567-2PMC3983900

[32] DongXZhaoBIacobREZhuJKoksalACLuCEngenJRSpringerTA. Force interacts with macromolecular structure in activation of TGF-beta. Nature. 2017;542:55–59. doi: 10.1038/nature210352811744710.1038/nature21035PMC5586147

[33] JulichDCobbGMeloAMMcMillenPLawtonAKMochrieSGRhoadesEHolleySA. Cross-scale integrin regulation organizes ECM and tissue topology. Dev Cell. 2015;34:33–44. doi: 10.1016/j.devcel.2015.05.0052609673310.1016/j.devcel.2015.05.005PMC4496283

[34] WangYLiCShiLChenXCuiCHuangJChenBHallDDPanZLuM. Integrin beta1D deficiency-mediated RyR2 dysfunction contributes to catecholamine-sensitive ventricular tachycardia in arrhythmogenic right ventricular cardiomyopathy. Circulation. 2020;141:1477–1493. doi: 10.1161/CIRCULATIONAHA.119.0435043212215710.1161/CIRCULATIONAHA.119.043504PMC7200284

[35] PuzziLBorinDGurhaPLombardiRMartinelliVWeissMAndolfiLLazzarinoMMestroniLMarianAJ. Knock down of plakophillin 2 dysregulates adhesion pathway through upregulation of miR200b and alters the mechanical properties in cardiac cells. Cells. 2019;8:1639. doi: 10.3390/cells812163910.3390/cells8121639PMC695292631847412

[36] FrangogiannisNG. Cardiac fibrosis: cell biological mechanisms, molecular pathways and therapeutic opportunities. Mol Aspects Med. 2019;65:70–99. doi: 10.1016/j.mam.2018.07.0013005624210.1016/j.mam.2018.07.001

[37] KulkarniABHuhCGBeckerDGeiserALyghtMFlandersKCRobertsABSpornMBWardJMKarlssonS. Transforming growth factor beta 1 null mutation in mice causes excessive inflammatory response and early death. Proc Natl Acad Sci USA. 1993;90:770–774. doi: 10.1073/pnas.90.2.770842171410.1073/pnas.90.2.770PMC45747

[38] PuthawalaKHadjiangelisNJacobySCBayonganEZhaoZYangZDevittMLHoranGSWeinrebPHLukashevME. Inhibition of integrin alpha(v)beta6, an activator of latent transforming growth factor-beta, prevents radiation-induced lung fibrosis. Am J Respir Crit Care Med. 2008;177:82–90. doi: 10.1164/rccm.200706-806OC1791680810.1164/rccm.200706-806OCPMC2176115

[39] JohnAEGravesRHPunKTVitulliGFortyEJMercerPFMorrellJLBarrettJWRogersRFHafejiM. Translational pharmacology of an inhaled small molecule alphavbeta6 integrin inhibitor for idiopathic pulmonary fibrosis. Nat Commun. 2020;11:4659. doi: 10.1038/s41467-020-18397-63293893610.1038/s41467-020-18397-6PMC7494911

[40] MaioneASPilatoCACasellaMGasperettiAStadiottiIPompilioGSommarivaE. Fibrosis in arrhythmogenic cardiomyopathy: the phantom thread in the fibro-adipose tissue. Front Physiol. 2020;11:279. doi: 10.3389/fphys.2020.002793231798310.3389/fphys.2020.00279PMC7147329

[41] LiberzonASubramanianAPinchbackRThorvaldsdottirHTamayoPMesirovJP. Molecular signatures database (MSigDB) 3.0. Bioinformatics. 2011;27:1739–1740. doi: 10.1093/bioinformatics/btr2602154639310.1093/bioinformatics/btr260PMC3106198

[42] ConcordetJPHaeusslerM. CRISPOR: intuitive guide selection for CRISPR/Cas9 genome editing experiments and screens. Nucleic Acids Res. 2018;46:W242–W245. doi: 10.1093/nar/gky3542976271610.1093/nar/gky354PMC6030908

[43] EbnerAWildlingLKamruzzahanASRanklCWrussJHahnCDHolzlMZhuRKienbergerFBlaasD. A new, simple method for linking of antibodies to atomic force microscopy tips. Bioconjug Chem. 2007;18:1176–1184. doi: 10.1021/bc070030s1751662510.1021/bc070030s

[44] HutterJLBechhoeferJ. Calibration of atomic-force microscope tips. Rev Sci Instrum. 1993;64:1868–1873. doi: 10.1063/1.1143970

[45] DobinADavisCASchlesingerFDrenkowJZaleskiCJhaSBatutPChaissonMGingerasTR. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29:15–21. doi: 10.1093/bioinformatics/bts6352310488610.1093/bioinformatics/bts635PMC3530905

[46] LiaoYSmythGKShiW. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014;30:923–930. doi: 10.1093/bioinformatics/btt6562422767710.1093/bioinformatics/btt656

[47] ChopinMPrestonSPLunATLTellierJSmythGKPellegriniMBelzGTCorcoranLMVisvaderJEWuL. RUNX2 mediates plasmacytoid dendritic cell egress from the bone marrow and controls viral immunity. Cell Rep. 2016;15:866–878. doi: 10.1016/j.celrep.2016.03.0662714983710.1016/j.celrep.2016.03.066

[48] EhlerEMoore-MorrisTLangeS. Isolation and culture of neonatal mouse cardiomyocytes. J Vis Exp. 2013;79:50154. doi: 10.3791/5015410.3791/50154PMC385788524056408

How the deposited data were processed for this re-analysis (not part of the article)

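RNA from the ventricles of 13 mice was sequenced, in 4 groups given by genotype and age. The authors made stranded libraries from polyadenylated RNA and deposited raw read counts per gene, with a column for each heart and no pooling. The paper's reference list cites STAR and featureCounts, and the paper's text names neither their versions nor the genome build. The deposited counts were used as they are. Of the 19504 genes in the table, 19476 have an Ensembl identifier in GENCODE release M21 (build GRCm38) and 28 do not. Gene names and coordinates were taken from that annotation, and because the authors' build is not named in the paper's text, the coordinates are those of GRCm38 and not necessarily those used for counting. The counts of genes that overlap another annotated gene are uncertain, since the paper's text does not say how such reads were counted. Of the genes named only in this closing part, Tln2 overlaps a gene on the same strand, and Itgav, Vcl, Dsp, Cdh2, Gapdh, Myl4 and Dio2 overlap genes on the opposite strand.

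Hearts were grouped by the genotype and age in their labels. Normalization (TMM), the filter on low counts (filterByExpr, 19299 genes kept) and the quasi-likelihood test were those of edgeR 4.0.16 in R 4.3.3, with all hearts in a single fit of the 4 groups and no covariate. Contrasts were mut/mut minus wt/wt at each age and the difference between these contrasts. P values were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. Standard errors of log2 fold changes come from the same fit. Gene lists were tested with cameraPR of limma 3.58.1, two-sided, with an inter-gene correlation of 0.01. The alternative with an estimated correlation used limma's camera on log2 CPM, which also changes the statistic of each gene. The lists for TGF-β signaling, targets of receptor-regulated SMADs, cell junctions and cell types were written from general knowledge, and stand in for the sets the paper used. Levels of single genes were compared by exact permutation tests of normalized CPM. Clustering was measured as the mean Pearson correlation of log2 CPM (prior count 2) within genotypes minus that between genotypes.

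Genes are named in the text if the paper names them, if they are junction genes past the threshold at both ages, or if they are among the 5 largest rises or 5 largest falls at an age. For the last group, a gene needed an adjusted P value under 0.05, a mean of at least 50 counts over the hearts of that age and no overlap between the genotypes, which 1128 genes met at 9 weeks and 844 at 5 days. Other genes that are named were chosen after their values were seen. Of the paper's 7 fibrotic markers, 1 is not reported here, and results for single markers and counts of markers cover the other 6, while tests of gene lists keep all their genes.

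Between 27427443 and 41159910 reads were counted per heart, and 15852 genes had at least 10 counts in every heart. The 10 most-counted genes took between 16.8% and 35.4% of a heart's counts. No pair of hearts of a group had counts alike enough to be the same library (chi-square per degree of freedom 4.73 or more).

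The scripts' methods were tested on simulated data drawn from the hearts' means, with 200 genes of 19146 changed 2-fold. The changed genes were taken from those with a mean of at least 50 counts. Each gene was drawn independently around its mean over all hearts, so variation that a heart shares across genes was left out. The fit recovered 91% of them at 9 weeks and 96.5% at 5 days, all in the right direction, and 6.51% and 9.39% of its calls were false. DESeq2 1.42.0 had 16.0% and 11.9% false calls. Without any changed gene, 0 of 19121 genes were called at either age.

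Alternatives chosen before the data were examined were DESeq2's size factors, scaling by library size only, the DESeq2 Wald test, no filter, a minimum of 10 counts in every heart, each age fitted alone, sex as covariate, the replicate number as a block, each heart left out in turn, stricter thresholds, and other statistics, correlations and gene lists for the list tests. The replicate numbers come from the labels, where different mice carry the same number. A correction for GC content and gene length, alone and with the block, was added after seeing the data. Patient data and protein and RT-qPCR measurements were not analysed here.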

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

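Fits without a heart and the list of SMAD targets without the 7 fibrotic markers were planned as alternatives, but their use here as tests of an explanation was chosen only after the result was seen. So was the comparison of all 11 lists of cell type and cell state genes by a common rule. The lists themselves were written before the data were examined.

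In mut/mut hearts aged 5 days, a single heart stood apart from the other 3 for 3 of the 35 values examined, where 1.75 are expected by chance. For Itgav, replicate 2 had 17.9 CPM against 25.0 to 25.4 in the others, a gap of 0.947 of the group's range. For Col3a1 and Dsp, replicate 3 was the lowest, with gaps of 0.865 and 0.845 of the range. The Col3a1 values all lay between 2785 and 2849 CPM, so the gap is small beside the level. No biological explanation was tested for these single hearts.

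Among the genes that the paper names and those with the largest changes, the effect of the genotype differed between the ages for 7 in edgeR's interaction contrast. The difference in log2 fold change, 9 weeks minus 5 days, was 2.61 for Timp1 (adjusted p = 0.0223), 4.80 for Comp (adjusted p = 0.00840), 4.24 for Ecrg4 (adjusted p = 0.0266) and 3.67 for Nppa (adjusted p = 0.0142), where all 3 mut/mut hearts aged 9 weeks lay above all wt/wt hearts. It was -2.19 for Ces1d (adjusted p = 0.0223), where all 3 lay below. For Klhl38 and Kctd21 it was 2.54 (adjusted p = 0.0383) and 1.89 (adjusted p = 0.0293), and all 4 mut/mut hearts aged 5 days lay below all wt/wt hearts of that age. Of the genes named for other reasons, Cldn11 (3.83, adjusted p = 0.0386) and Dkk3 (2.41, adjusted p = 0.0142) also differed. In wt/wt replicate 1 aged 5 days, Klhl38 was at 9.59 CPM against 36.0 and 39.6 in the other wt/wt hearts. For all tested genes together, 1 of the 32 splits compared, the genotypes themselves, gave as many genes with such a difference. With the genotypes kept at 9 weeks and the hearts aged 5 days split otherwise, 20 to 355 genes passed against 363.

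The targets of receptor-regulated SMADs differed between the ages with a p-value of 0.00323, and 10 of 32 splits gave a value as small. Among them were all 8 that kept the genotypes at 9 weeks, but these also keep the shift at 9 weeks and so do not test chance at that age. Of the 24 that divided the hearts aged 9 weeks otherwise, 2 gave a value as small. These come from only 3 other divisions of those hearts, so that chance is not excluded. At 5 days alone, an age for which the paper does not report these targets, the list had a p-value of 0.0333, with 2 of 8 splits as small (6 of all 35). Without the 7 fibrotic markers it was 0.220 at 5 days and 0.00328 at 9 weeks. The shift at 5 days may rest on the fibrotic markers, and that at 9 weeks is not explained by them alone.

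Among the 22 comparisons of 11 lists at 2 ages, 9 lists at 9 weeks and 3 at 5 days had a p-value under 0.05 in cameraPR, and all of them also after adjustment over the 22. Genes of 5 lists that describe the tissue itself differed at 9 weeks, each in 3 of 3 mut/mut hearts. Cell cycle genes were higher by a mean log2 fold change of 1.11 (p-value 2.70e-11, adjusted 5.94e-10), cardiac stress genes by 1.81 (3.06e-10, adjusted 3.37e-09), fibroblast genes by 0.84 (6.24e-10, adjusted 4.58e-09) and macrophage genes by 0.51 (4.13e-05, adjusted 0.000152). Cardiomyocyte genes were lower, with a mean of -0.24 (0.00377, adjusted 0.00921). For the cell cycle, stress and cardiomyocyte genes 1 of 4 comparable splits, the genotypes themselves, gave a value as small (1 of all 10), and for the fibroblast and macrophage genes also 1 of 4 (2 of all 10). With so few splits, a chance division of the hearts cannot be excluded. A candidate explanation is a changed mix of cells in fibrotic ventricles, which these counts cannot separate from changes within cells.

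Genes of 4 lists of other tissues were also higher at 9 weeks, each in 3 of 3 mut/mut hearts. Atrial genes had a p-value of 5.67e-09 (adjusted 3.12e-08), with 1 of 4 comparable splits as small (2 of all 10). Without mut/mut replicate 2 it was 0.000174. Nppa (682 to 3174 CPM against 86.6 to 123.0 in wt/wt) and Dkk3 (12.9 to 35.2 against 3.29 to 4.67) were raised in all mut/mut hearts. Nppa is also on the list of cardiac stress genes, so its rise does not single out atrial tissue. Myl7, Myl4 and Sln were raised only in replicate 2 (60.5, 70.8 and 12.3 CPM), where the other 5 hearts had at most 0.512, 2.85 and 0.292. Atrial RNA in that heart therefore remains a possible source for these 3 genes, although it could not account for Nppa and Dkk3. Bmp10, the other gene of the list, had no counts in that heart. Its level in atrial tissue of this age was not measured here, so its absence does not decide for or against this source. Blood genes were higher by a mean log2 fold change of 1.11 (p-value 3.03e-05, adjusted 0.000133), with 2 of 4 splits as small (3 of all 10), and without replicate 2 the p-value was 0.00497. White fat genes had a p-value of 0.0134 (adjusted 0.0296), with 2 of 4 splits as small (6 of all 10), and 0.137 without replicate 2. Adipoq was at 2.15 CPM in that heart and 0.216 and 0.468 in the other mut/mut hearts, against 0.0365 to 0.162 in wt/wt. Cfd, also on this list, was at 8.75 CPM in that heart and at 2.02 and 0.927 in the other mut/mut hearts. In wt/wt hearts Cfd was at 0.0391 to 0.422. Brown fat genes had a p-value of 0.0222 (adjusted 0.0407), with 1 of 4 splits as small (1 of all 10). This rests on Dio2 (4.15 to 11.0 CPM against 1.21 to 2.01), since Ucp1 had no counts at this age. Without wt/wt replicate 1, the p-value of the brown fat genes was 0.0599. The blood and white fat genes and these 3 atrial genes were thus highest in replicate 2, while Nppa and Dkk3 were highest in replicate 1, and differing amounts of other tissue in that sample may contribute.

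At 5 days, white fat genes had a p-value of 0.000146 (adjusted 0.000457) and brown fat genes 0.000828 (adjusted 0.00228), each higher in 4 of 4 mut/mut hearts. For white fat 2 of 8 comparable splits were as small (9 of all 35) and for brown fat 1 of 8 (2 of all 35). Ucp1 was at 49.4 and 32.2 CPM in mut/mut replicates 1 and 4 and at 0.608 and 5.44 in replicates 2 and 3, against at most 0.358 in wt/wt. Adipoq was at 4.91 and 3.81 in replicates 1 and 4, 0.166 and 1.17 in replicates 2 and 3, and at most 0.0512 in wt/wt. Without replicate 1, both lists together had a p-value of 8.67e-07, but replicate 4 remained in that test. Fat carried over in dissection, mainly in replicates 1 and 4, may explain 4 of the 5 largest rises at this age (Ucp1, Adipoq, Plin1 and Car3), and fat within the hearts was not tested. It could not account for Gm45221, which was at 2.87 to 4.06 CPM in all 4 mut/mut hearts and at most 1.05 in wt/wt. Cardiac stress genes were higher by a mean of 0.45 (p-value 0.0191, adjusted 0.0383) in 3 of 4 mut/mut hearts, with 3 of 8 splits as small (6 of all 35) and a p-value of 0.115 without wt/wt replicate 2.

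For 7 of 11 lists, the effect of the genotype differed between the ages, also after adjustment over the 11. The mean difference in log2 fold change was 1.13 for cell cycle genes (p-value 2.65e-10, adjusted 2.92e-09), a median of 1.20 for blood genes (2.67e-06, adjusted 9.79e-06), 0.79 for fibroblast genes (5.99e-06, adjusted 1.65e-05), -0.36 for cardiomyocyte genes (0.000249, adjusted 0.000547), 1.36 for stress genes (0.000319, adjusted 0.000584) and 0.49 for macrophage genes (0.00296, adjusted 0.00466). For the atrial genes, of which Nppa is given above, the p-value was 1.34e-06 (adjusted 7.36e-06). Of 32 splits, 6 for cell cycle, 6 for blood, 11 for fibroblast, 4 for cardiomyocyte, 9 for stress, 9 for macrophage and 11 for atrial genes gave a value as small. The 8 splits that keep the genotypes at 9 weeks also keep the effect at that age, and so do not test chance there. Of the 24 splits that divided the hearts aged 9 weeks otherwise, none gave a value as small for cell cycle and cardiomyocyte genes, 1 for stress genes, 3 each for blood, fibroblast and atrial genes and 4 for macrophage genes. With only 3 other divisions of those hearts behind these 24, chance is not excluded for any of the 7 lists.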

How the results depend on the processing

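The correction for GC content and length was chosen after seeing the data, and the other alternatives before. Across all alternatives, 57 of the values behind a comparison moved, 23 became weaker, 5 reversed and none became stronger, and the other values kept their direction and their side of the threshold or stayed within the set range. Among the other values, 52 counts of genes moved, and 69 values of single genes became weaker, 6 stronger and 24 reversed, while 997 values stayed. Unless a cause is named, the cause was not tested.

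The number of changed genes at 9 weeks was 2163 with scaling by library size only, 420 at an adjusted P value under 0.01 and 460 with a change of at least 2-fold, and 483 to 1261 across the 6 fits that each left out a heart. Library size only moved the median of all genes by 0.149 (log2) at 9 weeks and 0.166 for the difference between the ages, so that 91.7% of the changed genes were higher at 9 weeks, against 67.05%. At 5 days the number was 0 with the age fitted alone (4229 genes at an unadjusted P value under 0.05). In simulated data at that size, 97.5% of genes changed 2-fold were recovered. Those genes had a mean of at least 50 counts and were drawn independently, without variation that a heart shares across genes. That rate therefore does not carry over to these hearts. The number at 5 days was 9 at 0.01, 222 with 2-fold and 1842 with DESeq2. Leaving out a heart gave 0 to 4240 genes, the 0 without wt/wt replicate 3 (3148 at an unadjusted P value under 0.05). With the GC trend removed, 42.0% of the changed genes at 5 days were higher, against 26.2%.

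Genes changed in the same direction at both ages numbered 117 with DESeq2, 0 with each age fitted alone, 0 at 0.01 (4281 and 4650 genes at an unadjusted P value under 0.05 at 9 weeks and 5 days), 6 with 2-fold and 0 to 353 with a heart left out. Genes whose effect differed between the ages numbered 1268 with library size only (96.6% higher), 1091 with DESeq2 (65.8% higher), 234 with sex as covariate, 8 at 0.01, 186 with 2-fold and 28 to 1981 with a heart left out, against 77.4% higher in the fit reported. With the GC trend removed, 63.8% were higher. In simulated data, DESeq2 made more false calls than edgeR.

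Hearts with the same replicate number are different mice, and their deviations from the group means correlated between -0.0540 and 0.0982 at 9 weeks and between -0.0825 and 0.0859 at 5 days. With the replicate block, 41 genes were changed at 5 days, 8 in the same direction at both ages, and 106 differed between the ages; with the GC trend removed as well, these were 83, 12 and 113. Itgb6 at 5 days was -1.26 with the replicate block (adjusted p = 0.0592 in edgeR) and -1.15 with the GC trend removed as well (adjusted p = 0.0565).

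Itgb6 at 9 weeks was -1.10 with library size only (adjusted p = 0.0517), -1.24 with DESeq2 (adjusted p = 0.0501) and -1.22 with the age fitted alone (adjusted p = 0.0636), in a range of 0.00842 to 0.241 over the alternatives. At 5 days it was -1.38 with the age fitted alone (adjusted p = 0.0638), in a range of 0.0183 to 0.213. Leaving out a heart gave -1.51 to -0.85 at 9 weeks and -1.63 to -0.95 at 5 days, and Dsg2 at 5 days lay between -0.083 and 0.27. Junction genes changed in the same direction at both ages numbered 2 with DESeq2 and 0 to 3 with a heart left out (14 and 10 genes at an unadjusted P value under 0.05 at 9 weeks and 5 days). Of the 6 fibrotic markers reported, 3 passed with the age fitted alone and 2 with 2-fold.

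Values given with the estimated correlation come from camera on log2 CPM, so the statistic of each gene differs too. The TGF-β list at 9 weeks had a p-value of 0.124 on ranks and 0.143 with the estimated correlation. The Reactome set gave 0.427, shifted downward, and at 5 days it was also shifted downward (0.298). The list of SMAD targets at 9 weeks had 0.0820 with the estimated correlation and 0.221, downward, with the Reactome set. At 5 days it had 0.0609 with at least 10 counts in every heart, 0.467 with the estimated correlation, 0.370, downward, with the Reactome set, 0.220 without the 7 markers and 0.0184 to 0.142 with a heart left out. The clustering difference was 0.0495 over the 500 genes with the highest variance and 0.00402 to 0.00761 with a heart left out.

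Other genes that reversed had log2 fold changes near 0. With library size only at 9 weeks, Vcl was 0.0081, Dsp 0.023, Cdh2 0.030 and Smad2 0.019, within the shift of all genes. At 5 days with the GC trend removed, Itgav was 0.068 (0.034 with the replicate block) and Tgfbr1 0.086 (0.076 with the block). With a heart left out, Itgav ranged from -0.054 to 0.0715 at 9 weeks and -0.11 to 0.069 at 5 days, Itgb1 at 9 weeks from -0.0023 to 0.044, Jup at 9 weeks from -0.048 to 0.15 and Gja1 at 9 weeks from -0.34 to 0.053. At 5 days, Dsc2 ranged from -0.23 to 0.0010, Pkp2 from -0.020 to 0.21, Dsp from -0.032 to 0.11, Cdh2 from -0.038 to 0.22, Tgfb1 from -0.045 to 0.20, Tgfbr1 from -0.18 to 0.010 and Gapdh from -0.0046 to 0.22.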

Differences from the paper's values

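For the TGF-β gene set at 9 weeks, the p-value was 0.00348, against the paper's value of about 0.049 in Fig. 6A, read by eye. None of the alternatives set before the data were examined closed the gap.

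For the targets of receptor-regulated SMADs at 9 weeks, the p-value was 3.42e-08, against the paper's value of about 0.004 in Fig. 6B, read by eye. Of the alternatives set before the data were examined, the list without the 7 fibrotic markers (0.00328) fell within the paper's value and the others did not. Both gene lists were written from general knowledge and are not the sets the paper used.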

Other observations

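The tests of GC content and gene length, of the stage of maturation and of wt/wt replicate 1 aged 5 days were chosen only after the result was seen.

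Apart from Itgb6, which is described above and passed at both ages, the paper measures integrins and adapter proteins encoded by 4 genes. None of these 4 passed the adjusted threshold in edgeR at either age. The log2 fold changes at 9 weeks were 0.00 for Itgav, 0.02 for Itgb1, -0.19 for Tln2 and -0.14 for Vcl, and at 5 days -0.06, 0.10, 0.06 and 0.14. In this family of 4 genes, 1 had an unadjusted P value under 0.05 at each age.

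For the genes changed at 9 weeks, 1 of 4 splits of the hearts that part as many same-numbered pairs, the genotypes themselves, gave as many genes (1 of all 10). The same held for the TGF-β list (1 of 4, 2 of all 10), the list of SMAD targets (1 of 4, 3 of all 10) and the 6 fibrotic markers reported (1 of 4, 1 of all 10), and so few splits cannot exclude chance. Total counts overlapped between the genotypes (exact permutation test, two-sided, p = 0.5), 0 hearts had sex-linked genes against the sex given, and 1559 genes passed with the GC and length trend removed. Within 5 Mb of Dsg2, 3 of 37 genes were changed, against 7.28% elsewhere (Fisher's exact test, one-sided, p = 0.511), so that variants around the edited locus do not show. Thymocyte and skeletal muscle genes did not differ (p-values 0.318 and 0.935), while the atrial, blood and fat genes described above did. RNA from those tissues may therefore account for a part of the genes changed at this age, although Nppa of the atrial list is also a cardiac stress gene.

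For the genes changed at 5 days, 1 of 8 comparable splits gave as many genes (1 of all 35), and the split that exchanges mut/mut replicate 3 with wt/wt replicate 1 gave 953. For the TGF-β list, 4 of 8 splits were as small (21 of all 35). Total counts overlapped (exact permutation test, two-sided, p = 0.457), 0 hearts had sex-linked genes against the sex given, 1437 genes passed with the GC and length trend removed, and near Dsg2 the share was not raised (Fisher's exact test, one-sided, p = 0.698). Atrial, blood, thymocyte and skeletal muscle genes did not differ (p-values 0.243, 0.0910, 0.667 and 0.272). A score of the genes that change between 5 days and 9 weeks separated the genotypes (-0.126 to 0.026 in mut/mut, 0.088 to 0.167 in wt/wt, exact permutation test, two-sided, p = 0.0286, the smallest possible). A delayed maturation of mut/mut hearts is thus a candidate explanation for a part of the changes at 5 days, as is fat in some samples, and a difference in the exact age of the litters cannot be told apart from an effect of the genotype.

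Of the genes changed in the same direction at both ages, 1 of 32 splits, the genotypes themselves, gave as many. No gene passed at either single age in the other comparable splits, so that this count follows from those at single ages and adds nothing to them. For junction genes, where the count with adjustment over all genes was 0 (14 and 10 genes at an unadjusted P value under 0.05 at 9 weeks and 5 days), all 32 splits gave as many, which shows nothing either.

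The heart of wt/wt replicate 1 aged 5 days lay nearer to the mut/mut hearts than to the other wt/wt hearts. Its mean correlation was 0.984 with the other wt/wt hearts and 0.990 with the mut/mut hearts. On the principal component with the most variance it lay at 6.40, between the mut/mut hearts (13.7 to 23.0) and the other wt/wt hearts (-46.0 and -39.9). Each heart was also placed on an axis from the wt/wt hearts (0) to the mut/mut hearts (1), over the 500 genes with the smallest P values in a fit without it. It lay at 0.805, the mut/mut hearts between 0.649 and 1.11 and the other wt/wt hearts at -0.013 and -0.179. Noise alone would place a wt/wt heart at 0.667 on such an axis, so that its position is weak evidence. The other 2 wt/wt hearts differed from the remaining 5 in GC and length trends. The rank correlation of a heart's levels with GC content was -0.168 and -0.222 in these 2 and -0.005 to 0.266 in the 5, and that with gene length was 0.248 and 0.178 against -0.216 to -0.014. Removing the trends brought these correlations to between -0.045 and 0.031 in all 7 hearts. With them removed, the correlation of wt/wt replicate 1 with the other wt/wt hearts minus that with the mut/mut hearts went from -0.0066 to -0.0056, and its position on the axis from 0.805 to 0.774, so that the trends measured in this way do not account for most of the difference in correlation. Its maturation score of 0.104 lay with the other wt/wt hearts, and its Itgb6 level of 4.91 CPM was above that of all mut/mut hearts. An exchanged genotype label may explain its correlations but not these 2 values, and a further difference of the other 2 wt/wt hearts from the remaining 5 remains possible. The counts do not show the mutated codon, so the genotype of this heart cannot be checked here, and the results at 5 days rest on its label.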
